# ERK1/2-SOX9/FOXL2 axis regulates ovarian steroidogenesis and favors the follicular–luteal transition

**DOI:** 10.26508/lsa.202302100

**Published:** 2023-08-02

**Authors:** Vijay Simha Baddela, Marten Michaelis, Xuelian Tao, Dirk Koczan, Jens Vanselow

## Abstract

Estradiol and progesterone are the primary sex steroids produced by the ovary. Upon luteinizing hormone surge, estradiol-producing granulosa cells convert into progesterone-producing cells and eventually become large luteal cells of the corpus luteum. Signaling pathways and transcription factors involved in the cessation of estradiol and simultaneous stimulation of progesterone production in granulosa cells are not clearly understood. Here, we decipher that phosphorylated ERK1/2 regulates granulosa cell steroidogenesis by inhibiting estradiol and inducing progesterone production. Down-regulation of transcription factor FOXL2 and up-regulation of SOX9 by ERK underpin its differential steroidogenic function. Interestingly, the incidence of SOX9 is largely uncovered in ovarian cells and is found to regulate FOXL2 along with CYP19A1 and STAR genes, encoding rate-limiting enzymes of steroidogenesis, in cultured granulosa cells. We propose that the novel ERK1/2-SOX9/FOXL2 axis in granulosa cells is a critical regulator of ovarian steroidogenesis and may be considered when addressing pathophysiologies associated with inappropriate steroid production and infertility in humans and animals.

## Abstract (precis)

ERK1/2 negatively regulates estradiol synthesis while positively regulating progesterone production in ovarian granulosa cells via the ERK1/2-SOX9/FOXL2 axis.

## Introduction

Ovarian granulosa cells have evolutionarily conserved steroidogenic functions mainly controlled by the consecutive actions of pituitary follicle-stimulating hormone (FSH) and luteinizing hormone (LH). FSH induces granulosa cells’ estradiol production and promotes antral follicular development. Increased estradiol concentrations exert a positive feedback loop by promoting the synthesis of androstenedione in theca cells needed for estradiol production by granulosa cells. LH inhibits estradiol synthesis and triggers the luteinization of granulosa cells and the production of progesterone, followed by ovulation and the formation of the corpus luteum (Fig 1A). Eventually, the luteinized granulosa cells become the large luteal cells of the corpus luteum and continue the progesterone production, which is a necessary signal for maintaining uterine endometrium throughout gestation. However, if the female has not conceived, the corpus luteum undergoes regression to allow the next follicular wave. Insulin and insulin-like growth factor-1 potentiate, whereas inflammatory cytokines like interleukin-1 and tumor necrosis factor-α inhibit the gonadotropin stimulation of ovarian estradiol and progesterone biosynthesis (Schams et al, 2001; Devoto et al, 2009; Mani et al, 2010). Well-balanced and timely dynamics of estradiol and progesterone levels are vital for successful reproduction in females. In addition, normal brain functioning, healthy bones, and healthy skin also require appropriate levels of these sex steroids, especially estradiol. Therefore, the signaling pathways mediating the granulosa cells’ steroidogenesis are of great significance because the imbalance of ovarian estradiol and progesterone production causes infertility and various health issues in females (Adeyemi et al, 2018; Archer et al, 2019; Doretto et al, 2020).

**Figure 1.**
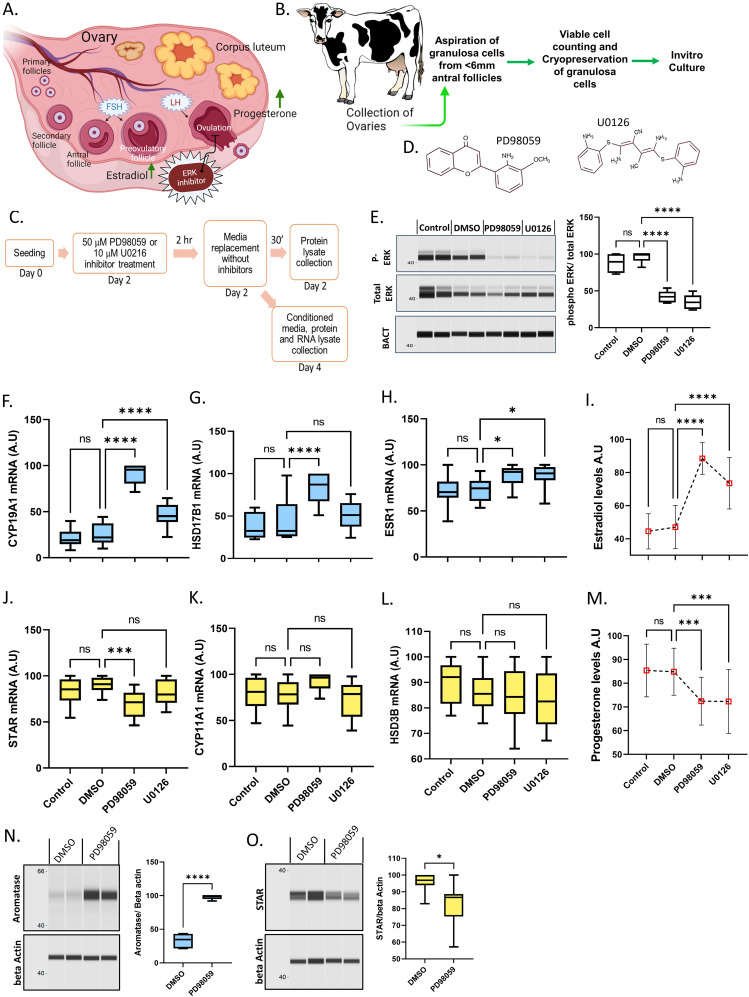
ERK-induced regulation of estradiol and progesterone production. **(A)** Schematic representation of ovarian folliculogenesis wherein ERK inhibition halts ovulation. **(B)** Schematic representation of bovine ovarian granulosa cell collection and cryopreservation and culture. **(C)** Schematic representation of granulosa cell primary culture, treatments, and analysis time points for the experiments presented in the figure. **(D)** Structure of ERK1/2 inhibitors PD98059 and U0126. **(E)** Digitally constructed Western images of total ERK and phosphor-ERK in cultured cells in the presence of ERK inhibitors PD98059 and U0123 and the quantification of data 30′ after media replacement (n = 5). **(F)** mRNA abundance of *CYP19A1* gene (n = 12). **(G)** mRNA abundance of *HSD17B1* gene (n = 12). **(H)** mRNA abundance of *ESR1* gene (n = 12). **(I)** Radioimmunoassay quantification of estradiol levels in the culture media (n = 25). **(J)** mRNA abundance data of *STAR* gene (n = 12). **(K)** mRNA abundance data of *CYP11A1* gene (n = 12). **(L)** mRNA abundance data of *HSD3B* gene (n = 12). **(M)** Radioimmunoassay quantification of progesterone levels in the culture media (n = 25). **(N)** Digitally constructed Western probing images of aromatase and beta-actin expression and their quantification (n = 6). **(O)** Digitally constructed western probing image of STAR and beta-actin protein expressions and their quantification (n = 7). Probability values < 0.05 were considered statistically significant and are designated with up to four asterisk symbols to inform the strength of significant difference (* = *P* < 0.05; ** = *P* < 0.01; *** = *P* < 0.001, **** = *P* < 0.0001). n = indicates the number of independent cell culture replicates analyzed.

Extracellular signal-regulated kinases 1 and 2 (ERK1 and ERK2) belong to a family of structurally related kinases called MAPK. ERK1/2 (MAPK3/1) signaling depends on the phosphorylation of two upstream cascade proteins, rapidly accelerated fibrosarcoma kinase and MEK kinase (MAP2K). The three-tiered MAPK pathway integrates cell-surface signals and transmits them to diverse downstream proteins, including transcription factors and transport proteins, to direct cellular responses. Multiple studies in mice clearly established that ERK is essential for LH-induced ovulation (Fan et al, 2009; Siddappa et al, 2015). Recently, intrafollicular injection of pharmacological ERK inhibitor PD0325901 into preovulatory follicles resulted in a significant decrease in the ovulation rate in cattle (Schuermann et al, 2018), indicating the conserved role of ERK signaling in ovulation. It was shown that transcription factors C/EBPα and β (CCAAT/enhancer-binding proteins), EGR1 (early growth response factor 1), and YAP1 (yes-associated protein 1) were activated by MAPK3/1 signaling in granulosa cells upon LH surge via epidermal growth factor signaling (Russell et al, 2003; Fan et al, 2009, 2011; Godin et al, 2022).

Despite clear evidence in ovulation, the role of MAPK3/1 signaling in the differentiation of granulosa cells is not yet clearly established (Moore et al, 2001; Dewi et al, 2002; Mani et al, 2010). Because follicular–luteal transition commences with estradiol to progesterone switching in granulosa cells of post-LH follicles (Fig 1A), here, we analyzed whether and how ovarian steroid hormone synthesis in granulosa cells is related to ERK activity. In contrast to the in vivo situation, primary granulosa cells under in vitro cell culture conditions produce both estradiol and progesterone, plausibly because of the lack of oocyte and thecal cell-derived factors such as growth differentiation factor-9 and bone morphogenetic protein (BMP) 15, BMP4, and BMP7 (Vanderhyden & Tonary, 1995; Spicer et al, 2006; Zhang et al, 2015; Rajesh et al, 2018). Here, we used bovine primary granulosa cells, which express all necessary steroidogenic genes (Baufeld & Vanselow, 2013; Baddela et al, 2022a, 2022b) and produce both estradiol and progesterone, to analyze the regulation of estradiol and progesterone production upon manipulating the ERK signaling.

## Results and Discussions

### Inhibition of MAPK3/1 phosphorylation induces estradiol and inhibits progesterone production

Collection of bovine ovaries, aspiration of follicles (<6 mm size), and primary culture of granulosa cells are depicted in Fig 1B and C. Chemical inhibitors PD98059 and U0126 are nonidentical molecules well known for blocking ERK phosphorylation via inhibiting MEK activity (Fig 1D). Based on earlier reports, 50 μM of PD98059 and 10 μM of U0126 were supplemented to the cultured granulosa cells to inhibit the ERK signaling (Cottom et al, 2003; Puttabyatappa et al, 2013; Donaubauer & Hunzicker-Dunn, 2016). Western analysis revealed that both inhibitors significantly decreased the ERK phosphorylation compared to control cells (Fig 1E), indicating the efficacy of ERK signaling inhibition under the present culture conditions. We analyzed three key genes such as *CYP19A1*, *HSD17B1*, and *ESR1*, related to estradiol synthesis and activity, and *STAR*, *CYP11A1*, and *HSD3B,* corresponding to progesterone synthesis to understand the regulation of steroidogenesis by ERK signaling. *CYP19A1* encodes for aromatase, a rate-limiting enzyme of estradiol synthesis essential for converting androgens into estrogens in granulosa cells. *HSD17B1* encodes 17β-hydroxysteroid dehydrogenase 1 that catalyzes estrone into estradiol in granulosa cells. Estrogen receptor alpha is a nuclear receptor encoded by the *ESR1* gene that binds estradiol and exerts transcriptional activities. Various reports have shown that the estradiol–estrogen receptor system is vital for folliculogenesis (Liu et al, 2017). Present analyses revealed that both ERK inhibitors significantly up-regulated *CYP19A1* expression (Fig 1F); however, the magnitude of induction caused by U0126 is less than that of PD98059. Expression of *HSD17B1* is induced by PD98059 but not by U0126, whereas both inhibitors induced *ESR1* expression (Fig 1G and H). The discrepancies in the effects caused by these inhibitors could plausibly be because of the lower treatment concentration of U0126 (10 μM) compared with PD98059 (50 μM), thus, the low amount of positive transcriptional regulators for the expression of these genes by the given U0126 treatment. Ultrasensitive radioimmunoassay measurements of the conditioned media showed that both inhibitors have significantly increased estradiol production (Fig 1I). Despite the differences in the extent of the effect, the consistent induction of CYP19A1 expression and estradiol production by both inhibitors suggest that MAPK3/1 is a negative regulator of estradiol production in ovarian follicles.

On the other hand, *CYP11A1* and *HSD3B1* encode for cholesterol side-chain cleavage enzyme and β-hydroxysteroid dehydrogenase, respectively. These two enzymes sequentially catalyze the conversion of cholesterol into pregnenolone and then to progesterone in the mitochondria. *STAR* codes for the rate-limiting steroidogenic acute regulatory protein were involved in the import of cholesterol into mitochondria. The expression of *CYP11A1* and *HSD3B1* genes was unaffected by both inhibitors. The PD98059 treatment down-regulated *STAR* expression, but the U0126 treatment failed to regulate *STAR* expression (Fig 1J–L). We speculate that the discrepancy in *STAR* regulation by PD98059 and U0126, apart from the reasons mentioned in the above paragraph, could be because of the lower sensitivity of *STAR* gene expression to p-ERK as even the 50 μM PD98059 treatment showed only a slim down-regulation of *STAR* expression. Interestingly, despite no changes in gene expressions, U0126 caused a significant decrease in progesterone production, similar to the PD98059 treatment (Fig 1M). This is likely because of the inhibition of phosphorylation-driven activation of STAR protein by both inhibitors. It has been shown that STAR activity is increased by phosphorylation at serine 57 and 195 residues in COS-1 cells (Arakane et al, 1997). Studies in mouse and human granulosa cells have indicated that the phosphorylation-driven activation of STAR protein by MAPK3/1 induces cholesterol import into the mitochondria. Western analysis showed that similar to *CYP19A1* and *STAR* mRNA data, aromatase expression is strongly up-regulated (Fig 1N), and the STAR protein is down-regulated (Fig 1O) by PD98059 treatment. These data suggest that by inhibiting estradiol production and inducing progesterone production in granulosa cells, MAPK3/1 signaling could act as a critical regulator of ovarian steroidogenesis in post-LH follicles and be necessary for follicular–luteal transformation.

### Knockdown-compelled ERK inactivation and TPA-driven ERK activation

It is of concern that the observed regulation of genes by PD98059 and U0126 may present some off-target effects (Wauson et al, 2013). Therefore the regulation of steroidogenesis by these inhibitors was validated using two different approaches: (1) knockdown of ERK gene expression using antisense gapmeR technology (Fig 2A) and (2) activation of ERK signaling using TPA (12-O-Tetradecanoylphorbol-13-acetate) (Fig 2B) (Dhar et al, 2004; Wu et al, 2006). A significant decrease of the total and phospho ERK proteins upon ERK-specific antisense gapmeRs treatment indicated the efficacy of the ERK knockdown (Fig 2C–E). Granulosa cells showed dramatic up-regulation of aromatase protein and estradiol production (Fig 2C, F, and G) and down-regulation of STAR protein and progesterone production upon ERK knockdown (Fig 2C, H, and I). Interestingly, the level of decrease in STAR protein observed upon ERK knockdown was more significant than the inhibition of ERK phosphorylation, suggesting ERK proteins independent of their phosphorylation may also be involved in the induction of STAR gene expression, possibly by acting as a transcription cofactor (Fowler et al, 2011).

**Figure 2.**
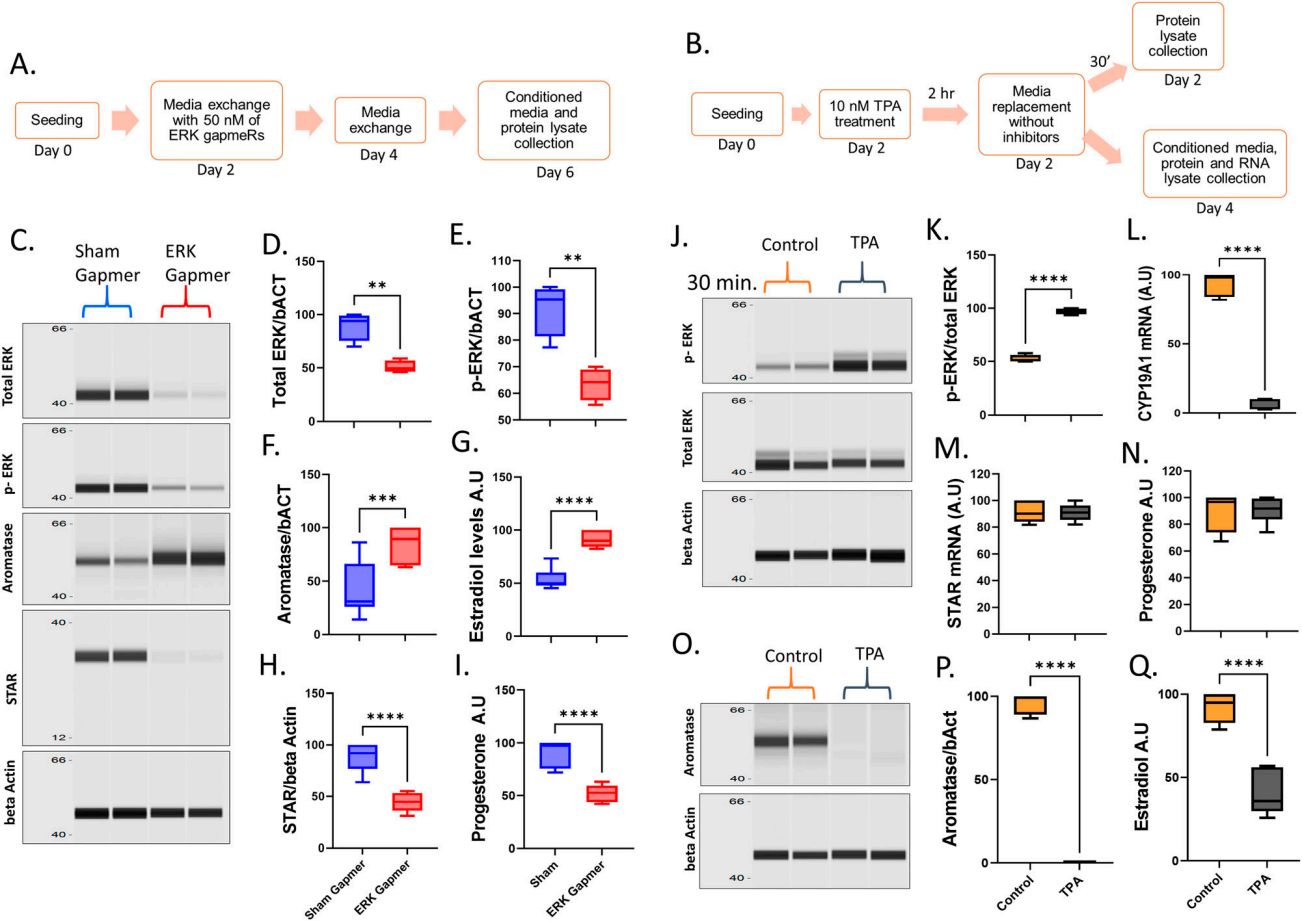
ERK gene-silencing and ERK chemical activation in granulosa cells. **(A)** Schematic depiction of ERK-knockdown experiment. **(B)** Schematic depiction of the experiment for induction of ERK phosphorylation using TPA. **(C)** Digitally constructed Western probing images of total ERK, phospho-ERK, aromatase, STAR, and beta-actin proteins in granulosa cells upon ERK knockdown using antisense GapmeR technology. **(D)** Quantification of total ERK levels upon knockdown (n = 4). **(E)** Quantification of phospho ERK levels upon knockdown (n = 4). **(F)** Quantification of aromatase levels upon knockdown (n = 8). **(G)** Radioimmunoassay quantification of estradiol levels in the culture media (n = 8). **(H)** Quantification of STAR protein levels upon ERK knockdown (n = 8). **(I)** Radioimmunoassay quantification of progesterone levels in the culture media (n = 8). **(J)** Digitally constructed Western images of total ERK, phospho-ERK, and beta-actin proteins in cells treated with or without TPA. **(K)** Quantification of phospho ERK levels (n = 4). **(L)** mRNA abundance of *CYP19A1* gene (n = 6). **(M)** mRNA abundance data of *STAR* gene (n = 6). **(N)** Progesterone levels in the culture media (n = 6). **(O)** Digitally constructed Western images of aromatase and beta-actin proteins in cells treated with or without TPA. **(P)** Quantification of aromatase levels (n = 5). **(Q)** Radioimmunoassay quantification of estradiol levels in the culture media (n = 6). Probability values < 0.05 were considered statistically significant and are designated with up to four asterisk symbols to inform the strength of significant difference (* = *P* < 0.05; ** = *P* < 0.01; *** = *P* < 0.001, and **** = *P* < 0.0001). n = indicates the number of independent cell culture replicates analyzed.

Contrary to the ERK knockdown, cells treated with TPA (10 nM) displayed robust up-regulation of ERK phosphorylation (Fig 2J and K) and nearly abolished *CYP19A1* expression (Fig 2L); however, *STAR* mRNA expression and progesterone production were found unchanged (Fig 2M and N). Aromatase protein (Fig 2O and P) and estradiol levels (Fig 2Q) were found in line with CYP19A1 mRNA (Fig 2L), which together provide clear evidence in support of the negative regulation of estradiol production by ERK phosphorylation. Overall, these data from different experimental approaches made it strikingly clear how MAPK3/1 signaling alone plays a vital role in regulating estradiol and progesterone production, which is absolutely critical for fertility in females. It has been shown that the granulosa lutein cells of the corpus luteum are bigger in size than the predecessor granulosa cells (Baddela et al, 2018). Because ERK signaling induces progesterone production and inhibits estradiol production in granulosa cells, which is analogous to luteal cells of the corpus luteum, we wondered whether ERK also alters the cell size of granulosa cells. Analyses showed that modulation of ERK signaling did not alter the cell size (Fig S1), suggesting ERK signaling did not induce the complete transformation of granulosa cells into mature luteal cells.

**Figure S1.**
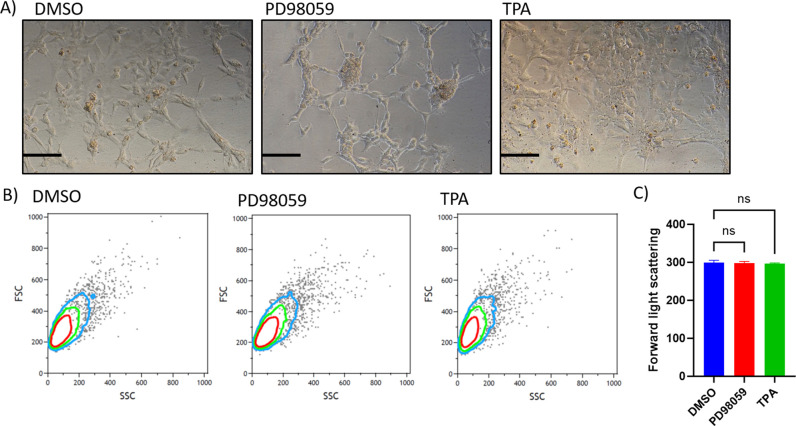
Cell morphology and size analysis. **(A)** Indicates the representative photomicrographs of cultured cells with different treatments. The scale bar size is approximately 100 μM. **(B)** is the representative flow cytometry contour plots indicating forward light scatter values (FSC) on the y-axis. **(C)** is the quantification of FSC values in 4 independent cultured replicates, showing no significant changes in the cell size upon manipulating ERK signaling in granulosa cells. *P* < 0.05 was considered as statistically significant.

Upon ovulation, granulosa cells display rapid proliferation and, together with other cell populations such as endothelial, fibroblast, and immune cells, form the solid tissue of the mature corpus luteum of up to 4–7 g or more from tissue remnants of an ovulated follicle in approximately 10 d in humans and cows (Zheng et al, 1994; Yoshioka et al, 2013). We, therefore, wondered whether ERK activation could also induce granulosa cell proliferation to support corpus luteum formation. We cultured granulosa cells and treated them with PD98059, TPA, and TPA+PD98059. Microphotographs of cells under different treatments indicated that ERK activation by TPA induced a significant increase in cell density, whereas TPA+PD98059 treatments showed cell density levels similar to the control group (Fig 3A, the upper blue color contrast images). Quantification of cell titer indicated that TPA significantly induced granulosa cell proliferation and cotreatment of PD98059 along with TPA inhibited the TPA-driven proliferation, indicating that granulosa cell proliferation was indeed induced by ERK signaling (Fig 3A, bar graphs). Color generation caused by cell titer reagent in different treatments can be seen next to corresponding bar graphs. Flow cytometer analysis of cellular DNA content under different treatment conditions showed that TPA caused a higher percentage of the cells in the G2/M phase and a lower percent of cells in the G0/G1 arrest phase of the cell cycle compared with other groups (Fig 3B; left side is the overlay of histograms and the right side is the quantification of cells in different stages of the cell cycle). PD98059 cotreatment prevented the TPA-induced cell cycle progression. Analysis of cell viability status by propidium iodide staining in a flow cytometer revealed no significant changes in viability by the ERK signaling modulators (Fig S2). These findings clearly show that MAPK3/1 induces granulosa cell proliferation that may be necessary for the mature corpus luteum formation.

**Figure 3.**
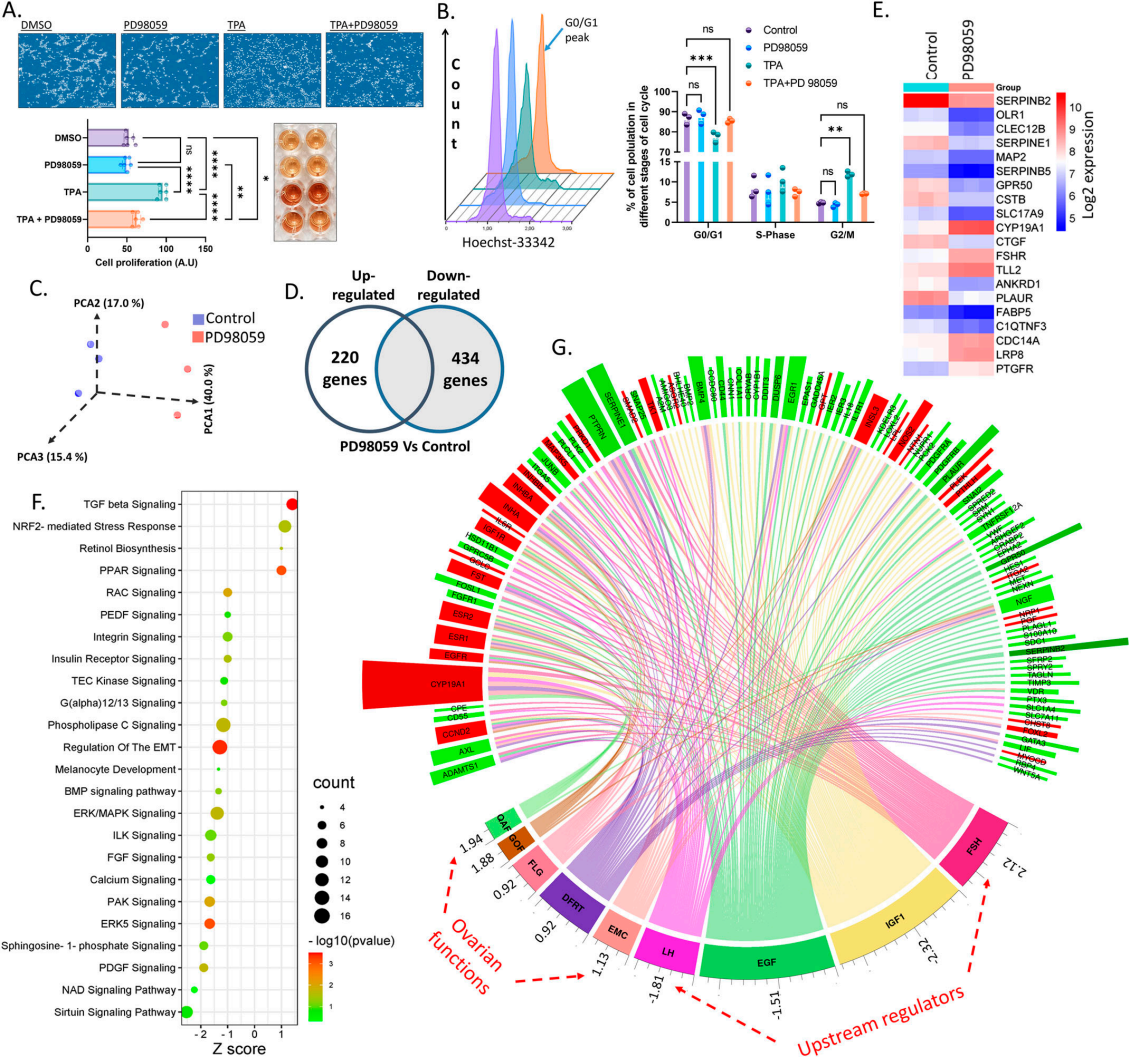
ERK-induced changes in cell proliferation and transcriptome of granulosa cells. **(A)** Upper panel: blue contrast photomicrographs representing the cell density of granulosa cells cultured under different treatments. Bottom left: cell titer quantification data (n = 6). Bottom right: assay plate picture showing the color formation in treatments corresponding to the bars in the quantification data. Probability values < 0.05 were considered statistically significant and are designated with up to four asterisk symbols to inform the strength of significant difference (* = *P* < 0.05; ** = *P* < 0.01; *** = *P* < 0.001, and **** = *P* < 0.0001). n = indicates the number of independent cell culture replicates analyzed. **(B)** Left: overlayed histograms of granulosa cells in cell cycle analysis. Arrow indicates the G0/G1 peak. The colors of histograms correspond to the colors of bars in the right panel. Right: quantification of cells in different stages of the cell cycle (n = 3, each n is a pool of two replicates). **(C)** Principal component analysis of mRNA transcriptome data of control (blues) and PD98059-treated granulosa cells (reds). **(D)** Venn diagram representation of differentially expressed genes in the transcriptome data. **(E)** Heatmap of top 20 differentially expressed genes in the transcriptome data. **(F)** Functional annotation of enriched canonical pathways in PD98059-treated cells. The bottom x-axis indicates the IPA Z score, size of the bubble indicates the number of genes and the color of the bubble indicates the −log *P*-values. **(G)** Circos map of relevant upstream regulators and biological functions together with respective differentially regulated genes with expression indicators (red bar: up-regulated, green bar: down-regulated, height of the bar is proportional to the strength of significance in PD98059-treated cells). The numerical values below the annotation are the IPA Z-score indicating the activation or inhibition of annotation in PD98059-treated cells. FSH, follicle-stimulating hormone; LH, luteinizing hormone; IGF1, insulin-like growth factor 1; EGF, epidermal growth factor; EMC, estrus/menstrual cycle; DFRT, development of female reproductive; FLG, folliculogenesis; QAF, quantity of antral follicles; GOF, growth of the antral follicle.

**Figure S2.**
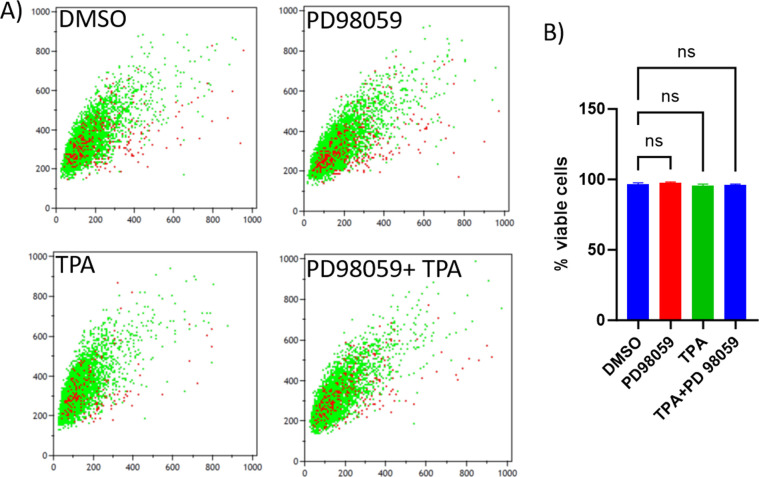
Cell viability. **(A)** Representative scatter diagrams of viable (green; PI negative) and dead (red; PI positive) cells in different treatments. **(B)** Quantification of cell viability treatments (n = 4). The flow cytometer analysis of cell size and viability status was performed from the same experiments. No significant changes were observed in cell viability/death. *P* < 0.05 was considered as statistically significant.

### Genome-wide mRNA expression profile regulated by ERK signaling

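Primary granulosa cells aspirated from bovine follicles were kept for 4 d in medium with FSH, IGF1 and androstenedione and no serum. On day 2, the cultures received for 2 h either 50 μM PD98059, a MEK inhibitor that blocks the phosphorylation of ERK, or DMSO as the vehicle. The medium was then replaced, by fresh medium free of inhibitor according to the paper, and only in part according to the sample labels. Because these accounts differ, whether some inhibitor stayed in it after 2 h is not settled. Total RNA of 3 DMSO-treated and 3 PD98059-treated cultures was hybridized to 6 Affymetrix bovine gene arrays, each of which reads a gene through probes spread over its exons. The methods name a labelling from the 3′ end, so how evenly the probes along a gene were reached is not settled. The authors corrected the background, normalized the arrays together and summarized the probes of each transcript cluster with the Robust Multichip Average (RMA) method in Expression Console. The deposited table gives the resulting log2 values to 2 decimals, and all of its 146490 values equal those of the series' own value table. The groups were compared on these values with limma, a moderated linear model, without further scaling and without a filter on dim clusters. A cluster passed the threshold at a Benjamini-Hochberg FDR under 0.05 and a fold above 1.4, the limits the paper uses, with the fold taken from the difference of the group means. All log2 fold changes are PD98059 minus DMSO, and all tests are two-sided. Because the arrays were brought to one distribution before the summary, a shift shared by most transcripts would not show in these values. A gene read by several clusters is represented by the one with the highest mean level. The level below which a gene is called near background, log2 3.71, is an approximation taken from the 95th percentile of 382 olfactory receptor clusters. The members of 35 gene lists were written down before the deposited values were examined. Each list was tested with camera at a preset correlation of 0.01 between genes, adjusted over the lists. Values from the paper's tables and figures on these same arrays had been seen when the plan holding these lists was made. The lists of ATF4 response and follicular genes, for example, share genes with them, so their p-values are not those of a blind test. The number of arrays limits the precision: the median standard error of a log2 fold change was 0.10, and the smallest exact p that 3 arrays against 3 allow is 0.1. The legends state that n counts independent cell culture replicates, and whether the 6 cultures came from separate or shared cell preparations is not stated, so the p-values measure the spread between these cultures.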

Global gene expression analysis of granulosa cells treated or untreated with PD98059 was performed using GeneChip Bovine Gene 1.0 ST Arrays (Affymetrix, Inc.) and the data files were analyzed using the TAC 4.0 software. 

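The 6 arrays of granulosa cells had nearly the same distribution of log2 values after the authors' normalization. The median lay between 4.68 and 4.70 in the 3 DMSO-treated cultures and between 4.69 and 4.74 in the 3 PD98059-treated cultures. Over all clusters, the arrays of one treatment correlated with Pearson's r of 0.9938 to 0.995, and arrays of different treatments with r of 0.9912 to 0.9921, a correlation across genes, which are not independent replicates. The reference genes moved little: of 12 measured members of this list, among them GAPDH (log2 fold change 0.01), ACTB (−0.07) and RPLP0 (0.09), none passed the threshold in either direction, and none did when adjusted over the list alone. As a group they were not apart from other genes (limma's camera, adjusted p = 0.44).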

Transcriptome data distribution signals from individual files indicate the optimum quality of processed data (Fig S3). 

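The treatment separated the cultures along the first principal component of the 24415 centred clusters. The 3 DMSO-treated cultures had scores of −19.1, −16.2 and −17.9 on it, and the 3 PD98059-treated cultures had scores of 15, 19.9 and 18.3 (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). This component held 37.49% of the variance between the arrays, the second 17.23% and the third 16.29%. Neither the second (exact p = 0.9) nor the third (exact p = 1) set the treatments apart. Over the clusters above the median level alone, the first component held 60.33%.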

Principal component analysis (PCA) showed a clearly distinct distribution of samples of the control group and PD98059 group with 40% variance on the PCA1 axis (Fig 3C) followed by 17% and 15.4% variances in PCA2 and PCA3 axes, respectively, indicating the significant differences in the global gene expression profiles caused by ERK signaling. 

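The deposited table holds 24415 transcript clusters, groups of probes that read one gene or one stretch of a gene. Here 19870 of them were given 1 gene name, 15860 through a RefSeq accession matched to the ARS-UCD2.0 annotation and 4009 by the symbol in the file. A further 549 clusters are listed with several symbols and were left unnamed, and 3994 have none. The SOX9 cluster is listed for both SOX9 and SOX10, and was named SOX9 through the transcript accession that Table S5 gives for the SOX9 primers. Some genes of the granulosa cell literature carry no name of their own in these clusters, among them CYP11A1, CEBPB, PGR and VEGFA, and are not analysed here. The mean log2 value of 15339 clusters lay above the background level, and the values ran from 0.60 to 13.85. Only the first 1999 of the 24415 rows of Table S1 were at hand, and all 11994 values in them equal the deposited ones.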

Expression values for 24,415 gene clusters were recorded in the transcriptome data (Table S1). Using the enrichment parameters false discovery rate (FDR) *P* < 0.05 and |FC| > 1.4, we identified that the expression of 654 gene clusters was differentially regulated, among which 220 were up-regulated and 434 were down-regulated by PD98059 (Fig 3D). 

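PD98059 changed the expression of 656 clusters, of which 222 were higher and 434 were lower in the treated granulosa cells. These clusters carry the names of 588 different genes. Most of the changes were small, with a median fold of 1.54 among the higher clusters and 1.59 among the lower ones. Only 19 higher and 68 lower clusters exceeded a fold of 2, with CYP19A1 as the largest rise and SERPINB2 as the largest fall. At the FDR limit alone 1110 clusters passed, and 454 of these lay inside the fold limit. In all 656 clusters, the values of the 3 treated cultures lay wholly above or wholly below those of the 3 controls, against 25.5% of all clusters and 10% by chance. The threshold selects such clusters from the same values, so this separation adds no support of its own. Of the 656, 34 were near background. Without DMSO replicate 1, 2 or 3 the count was 271, 419 or 364, and without PD98059 replicate 2 or 3 it was 388 or 406. At the FDR limit alone it lay between 271 and 528 with any 1 array left out. The unmoderated test, a plain comparison of the 2 groups per cluster, gave 790 clusters at an unadjusted p under 0.05 with the fold limit, and 350 after Benjamini-Hochberg adjustment.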

Top 20 regulated genes in the dataset are presented as a heat map (Fig 3E). 

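Among the 20 genes printed in Fig 3E, 14 were lower with PD98059 and 6 were higher, and 19 of the 20 passed the threshold. SERPINB2, an inhibitor of plasminogen activators, had the smallest adjusted p of all clusters, 0.00046, with a log2 fold change of −1.86 (standard error 0.06) and −1.09 in its second, dimmer cluster. OLR1, a receptor for oxidized LDL, fell by 1.65 on the log2 scale, the protease inhibitor SERPINB5 by 1.76, the orphan receptor GPR50 by 1.67, the vesicular nucleotide transporter SLC17A9 by 1.46 and the fatty acid binding protein FABP5 by 1.43. CSTB, which encodes the protease inhibitor cystatin B, is read by 2 clusters that differ: the brighter one had a log2 fold change of −0.40 (adjusted p = 0.0275), inside the fold limit, and the other −1.42 (adjusted p = 0.00134). Of the genes in the figure that rose, TLL2, a metalloprotease of the tolloid family, had a log2 fold change of 1.15, the lipoprotein receptor LRP8 1.21 and the phosphatase CDC14A 1.00. Outside the figure, the imprinted transcript H19 fell by 1.80 (standard error 0.13) and the interferon-induced ISG12(B) by 1.72 (standard error 0.11). The largest other rises included NMB, the precursor of neuromedin B, at 1.38, the metallothioneins MT2A at 1.38 and MT1A at 1.08, and the natriuretic peptide receptor NPR3 at 1.29. PLPPR1 rose by 1.29, the protease PRSS35 by 1.12, the pantetheinase VNN1 by 1.10 and the pseudokinase TRIB2 by 1.05. CMAH, a sialic acid hydroxylase, fell by 1.52. All of these genes had adjusted p-values of 0.0328 or lower from limma, and VNN1 did not pass without some single arrays, and neither VNN1 nor PLPPR1 passed with the unmoderated test.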

Functional annotation analysis of differentially regulated genes was performed using an ingenuity pathway analyzer (IPA; QIAGEN). Canonical pathway annotations (Fig 3F) showed that ERK signaling is inhibited in the PD98059-treated cells, which can be considered as quality control for the inhibition of ERK phosphorylation by PD98059. 

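The list of ERK feedback regulators and ETS targets was lower as a group in the PD98059-treated cells. Of its 17 genes, 7 were lower, none was higher and 10 did not pass the threshold (10 lower when adjusted over the list alone). ETV1, an ETS transcription factor, had a log2 fold change of −1.40 (standard error 0.14, adjusted p = 0.00477), DUSP6, the phosphatase that removes phosphate from ERK, −1.27 (standard error 0.10, adjusted p = 0.00269), and ETV5, near background, −1.16. ELK3 fell by 0.72, SPRY2 by 0.67 and SPRED2 by 0.56. DUSP4 stood at 0.05 and EPHA4 at 0.00. SPRY2, SPRED2, EPHA2 and ETV5 did not pass when certain arrays were left out one at a time, nor with the unmoderated test. As a group these genes were lower than others (camera, adjusted p = 1e-09), with an adjusted p = 0.0579 with an estimated correlation.

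Of 25 immediate early genes, whose transcription follows growth factor signals within minutes, 5 were lower, none was higher and 20 did not pass (6 lower when adjusted over the list alone). These were EGR1 at −1.04 (standard error 0.09, adjusted p = 0.00323), FOSL1 at −0.97, IER2 at −0.74, IER3 at −0.55 and JUNB at −0.55. FOS had −0.59 with an adjusted p of 0.0688, and JUN 0.09 and MYC 0.17 did not pass either. FOS passed in settings such as the filter at the background level, and JUNB did not in most fits without 1 array or with the unmoderated test. The list as a whole was lower (camera, adjusted p = 0.00175), with an adjusted p = 0.089 with an estimated correlation. The transcripts of the cascade itself did not move as a group with camera (adjusted p = 0.102), although with fry they did on the lower side (adjusted p = 0.0108, with 0.0108 to 0.339 over the alternatives): of 19 measured components only RRAS was lower, at −0.61, none was higher, and the same 1 was lower when adjusted over the list alone. MAPK3, which encodes ERK1, had a log2 fold change of 0.07 (adjusted p = 0.603). Of the 13 genes that Table S2 gives for ERK/MAPK signaling, 10 were lower and 3 were higher, with PIK3CG at −1.36, FYN at −0.89 (a call lost in some fits without 1 array and with the unmoderated test) and RAP2A at 0.66. That entry was chosen by the study on these same samples, so its tally is not independent evidence of a direction. With an estimated correlation none of the 35 lists passed an FDR of 0.05, although 13 had an unadjusted p under 0.05 and fry, which asks whether the genes of a list move one way on balance, passed 21.

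**Figure D1:**
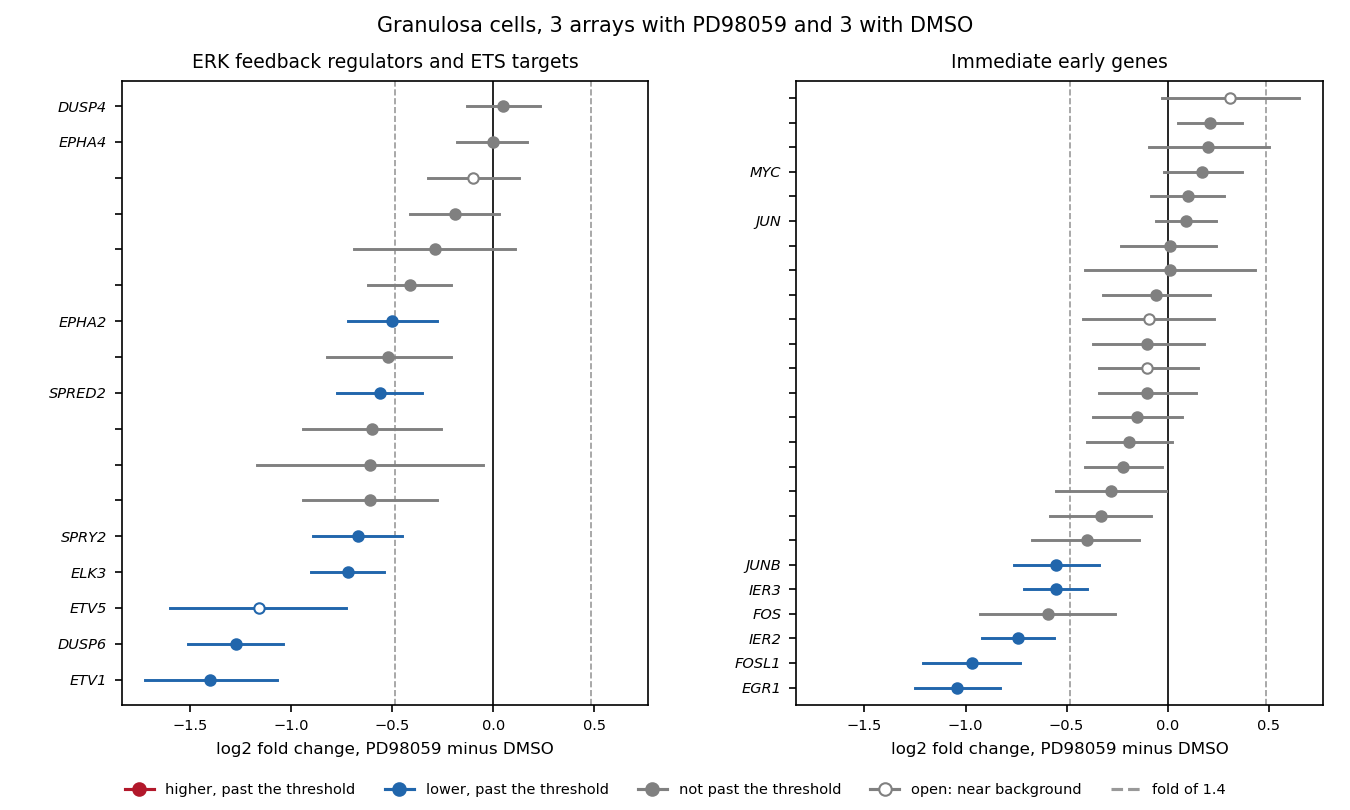
Log2 fold change of each measured ERK feedback regulator and ETS target and of each immediate early gene, PD98059 minus DMSO, from 3 arrays per treatment, with names at the genes given in words. Points are limma estimates and bars 95% intervals, blue points passed the threshold, open points are near background, and dashed lines mark a fold of 1.4. All points past the threshold lie on the lower side, from EPHA2 at −0.50 to ETV1 at −1.40.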

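Genes that respond to TGF-β and BMP fell in the PD98059-treated cells, while the ligands, receptors and SMADs moved both ways. Of 18 response genes, 7 were lower, none was higher and 11 did not pass the threshold (7 lower when adjusted over the list alone). CCN2 (CTGF), a matricellular protein, had a log2 fold change of −1.25 (standard error 0.07, adjusted p = 0.00138), the metalloprotease inhibitor TIMP3 −1.04, the matrix protein TGFBI −0.91, the actin-binding TAGLN −0.77 and PMEPA1 −0.61, whereas ID3 stood at 0.07 and ID2 at 0.22. As a group they were lower (camera, adjusted p = 2.3e-09), with an adjusted p = 0.0615 with an estimated correlation. Of 31 measured ligands, receptors, antagonists and SMADs, 5 were higher, 4 were lower and 22 did not pass (5 and 4 when adjusted over the list alone), with no shift of the group (camera, adjusted p = 0.597). SMAD2 rose by 0.66 and the inhibin and activin subunits rose too, while BMP4 fell by 1.14, the activin antagonist FSTL3 by 0.96, the receptor ACVR1 by 0.52 and BMP2 by 0.52. SMAD3 at −0.04 and SMAD4 at 0.05 did not pass. The calls of ACVR1, BMP2, PMEPA1 and INHBB were lost in fits without 1 array, those of ACVR1, BMP2 and BMP4 with the unmoderated test, and those of ACVR1 and BMP2 with the repeated quantile normalization.

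Mesenchymal genes were lower as a group (camera, adjusted p = 3.7e-06), with an adjusted p = 0.101 with an estimated correlation. Of 27 genes, 9 were lower, none was higher and 18 did not pass (9 lower when adjusted over the list alone). SNAI2, a transcription factor of epithelial to mesenchymal transition, had a log2 fold change of −1.01 (standard error 0.12, adjusted p = 0.00873), the collagen crosslinker LOXL2 −0.83, the growth factor receptor PDGFRB −0.81, AXL −0.70, WNT5A −0.69 and fibronectin, FN1, −0.49. VIM at 0.00, CDH2 at 0.07 and ZEB2 at 0.31 did not pass, and the calls of LOXL2, AXL, WNT5A and FN1 were lost in some fits without 1 array, those of LOXL2, AXL, FN1 and SNAI2 with the unmoderated test and that of FN1 with array weights. Epithelial genes did not move as a group (camera, adjusted p = 0.173): of 20, the desmoglein DSG2 at −1.28, the keratin KRT8 at −1.19 (a call lost without PD98059 replicate 2 and with the unmoderated test) and the claudin CLDN1 at −0.99 were lower, none was higher (3 lower when adjusted over the list alone), and CDH1 stood at −0.08. Over the clusters above the median level alone, this list passed on the lower side (camera, adjusted p = 0.0301), with 0.0301 to 0.735 over all alternatives. Markers of fibroblasts and smooth muscle, cells that a follicle aspirate can carry, were also lower as a group (camera, adjusted p = 0.00915), with an adjusted p = 0.126 with an estimated correlation. Of 16 of these markers 3 were lower and none higher (3 lower and 1 higher when adjusted over the list alone), CNN1 at −0.66 (a call lost in each fit without 1 array and with the unmoderated test) and PDGFRA at −0.59 beside PDGFRB, while the abundant POSTN at −0.03, LUM at −0.17 and DCN at −0.06 did not pass. Of the entries of Table S2, 5 of 11 genes for TGF-β signaling were higher and 6 lower, and 5 of 16 for growth factor regulation of epithelial to mesenchymal transition were higher and 11 lower, lists that the study chose on these same samples and that are not independent evidence.

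**Figure D2:**
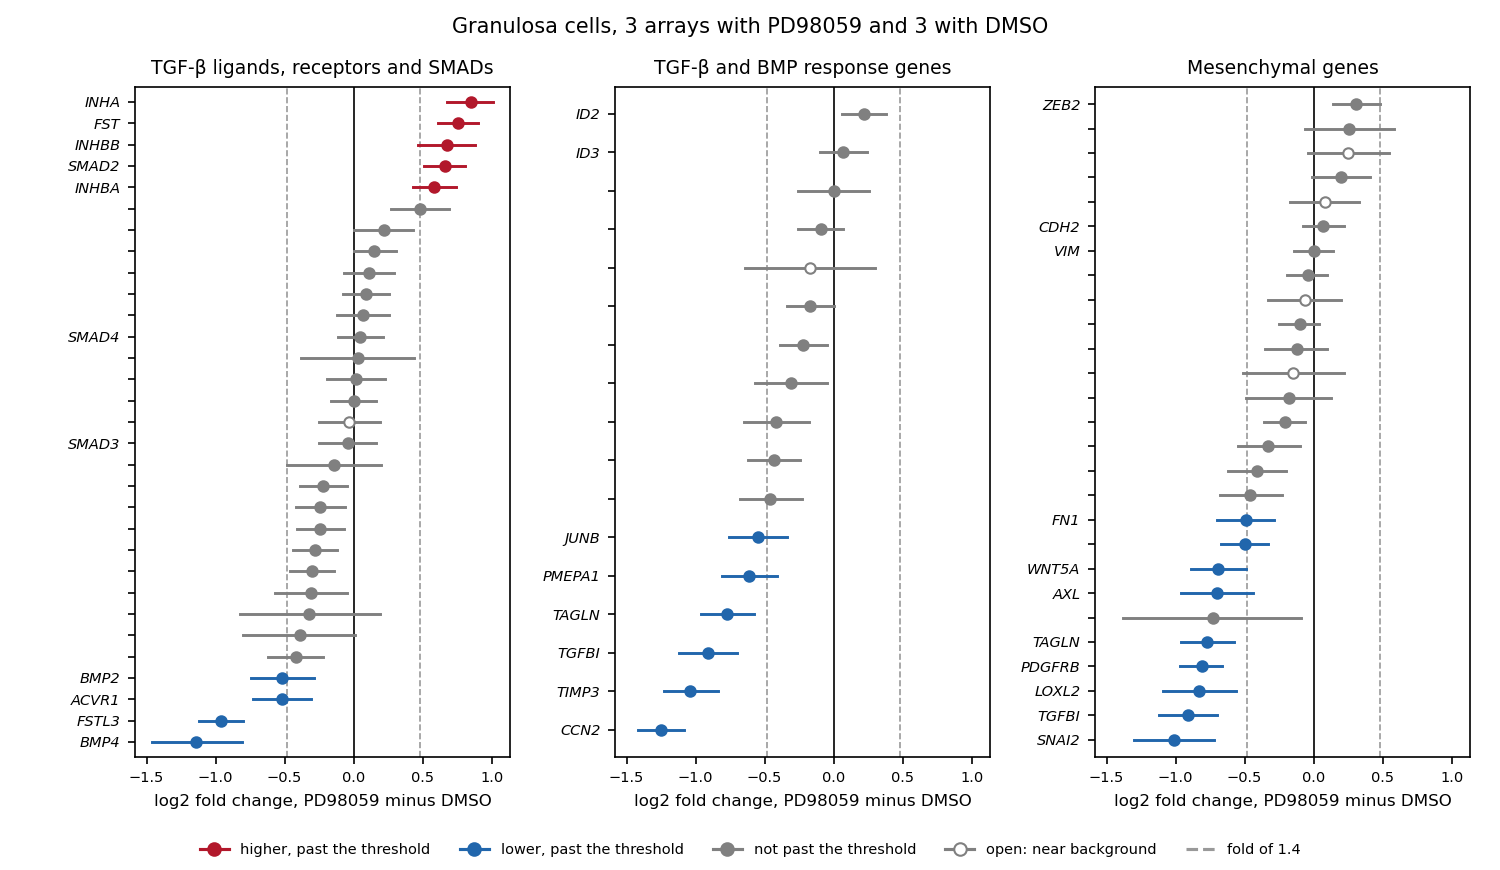
Log2 fold change of measured TGF-β superfamily ligands, receptors and SMADs, of TGF-β and BMP response genes with 1 left out, and of mesenchymal genes, PD98059 minus DMSO, from 3 arrays per treatment, with names at the genes given in words. Points are limma estimates and bars 95% intervals, red points passed the threshold on the higher side and blue ones on the lower side, open points are near background, and dashed lines mark a fold of 1.4. The first list has points past both dashed lines, the other lists only past the lower one.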

The TGF-β pathway, which was reported to inhibit the luteinization of granulosa cells (Zheng et al, 2009), was induced and regulation of epithelial to mesenchymal transition was inhibited in the PD98059-treated cells. Because follicular–luteal transformation is recognized as an epithelial to mesenchymal transition process (Abedal-Majed et al, 2019), these bioinformatics interpretations further support our hypothesis about ERK’s role in the follicular–luteal transition. 

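The genes that Table S3 lists under FSH were split between the directions, and those under luteinizing hormone and IGF1 were lower more often than higher in the PD98059-treated cells. Of the 39 genes under FSH, 37 were found here, and 19 were higher and 18 lower. The higher ones include GCLC, which encodes a subunit of the enzyme of glutathione synthesis, at 0.90 and the kinase PRKD1 at 0.80, and the lower ones the secretory granule protein PTPRN at −1.25 and the kinase PLK2 at −0.76 (a call lost without DMSO replicate 2 or PD98059 replicate 3 and with the unmoderated test). Under luteinizing hormone, 29 of 31 genes were found, of which 12 were higher and 17 lower, with the amino acid transporter SLC1A4 at −1.02 and TNFRSF12A at −0.73 on the lower side. The 61 genes under IGF1 were 17 higher, 43 lower and 1 not past the threshold, with the chaperone CRYAB at −1.21, RCAN1 at −1.13 (not past the threshold with the unmoderated test), the hormone PTHLH at 0.99 and NOS2 at 0.96. These genes entered the table because they had changed in these samples, so the counts are not independent evidence of a direction, and only part of Table S3 was at hand. On a list written before the deposited values were examined, the 19 genes of the IGF system moved both ways, with no shift of the group (camera, adjusted p = 0.716). Here 3 were higher, INSR at 0.68, GRB14 at 0.59 and IGF1R at 0.55. Another 3 were lower, STC2 at −0.81, GRB10 at −0.72 and the IGF-binding protein protease PAPPA at −0.58 (3 and 3 when adjusted over the list alone). Of these only INSR passed in each fit without 1 array, and STC2, GRB10 and PAPPA did not pass with the unmoderated test. Among 12 genes of the EGF family and its receptors, EGFR was higher at 0.67 and none was lower (the same 1 when adjusted over the list alone), with a camera adjusted p of 0.928 for the group.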

Upstream regulator analysis (Fig 3G) showed the significant enrichment of genes associated with FSH, LH, and IGF1 signaling in which FSH was activated (IPA Z score = +2.12; *P* = 2.25 × 10^−10^), whereas LH (IPA Z score = −1.51; *P* = 1.98 × 10^−7^) and IGF1 (IPA Z score = −2.32; *P* = 1.18 × 10^−17^) were inhibited in the PD98059-treated group. The full list of canonical pathways and upstream regulators controlled by ERK signalling can be found in Tables S2 and S3, respectively. Biological function analysis showed ovarian functions (Fig 3G) like estrus/menstrual cycle (*P* = 4.78 × 10^−9^), development of female reproductive tract (*P* = 2.02 × 10^−8^), quantity of antral follicles (*P* = 6.62 × 10^−6^), growth of the antral follicle (*P* = 3.92 × 10^−5^), and folliculogenesis (FLG; *P* = 3.07 × 10^−5^) were significantly enriched in the PD98059-treated cells. Together, all the above analyses clearly indicate that MAPK3/1 activation is essential for the preovulatory follicle development, ovulation, and the formation of the corpus luteum.

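Genes of estradiol synthesis and of the follicular granulosa cell rose in the PD98059-treated cells. Of 22 such genes, 11 were higher, none was lower and 11 did not pass the threshold (11 higher when adjusted over the list alone). The largest rise was that of CYP19A1, which encodes aromatase, at a log2 fold change of 2.01 (standard error 0.11, adjusted p = 0.00136, a fold of 4.02). HSD17B1, which reduces estrone to estradiol, followed at 1.14 (standard error 0.16, adjusted p = 0.0138). The inhibin and activin subunits rose, INHA by 0.85, INHBB by 0.68 and INHBA by 0.58, as did the activin-binding follistatin, FST, by 0.76. The cell cycle gene CCND2 rose by 0.63, and the estrogen receptors ESR1 by 0.61 and ESR2 by 0.50. Of the members that did not pass, the LH receptor LHCGR stood at 0.17 (adjusted p = 0.344), close to background, and GATA4 at −0.04. The list as a whole was higher than other genes (camera, adjusted p = 6.8e-13, median log2 fold change 0.47), with an adjusted p = 0.0579 with an estimated correlation. Most of its genes that rose also stand under FSH in the paper's Table S3, which had been seen before this test. HSD17B1, INHBB and ESR2 lost their calls in some fits without 1 array, HSD17B1 and ESR2 also with the unmoderated test, and ESR2 after centring on the array medians. ESR1 has a second, dimmer cluster at 0.46 with an adjusted p of 0.148.

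**Figure D3:**
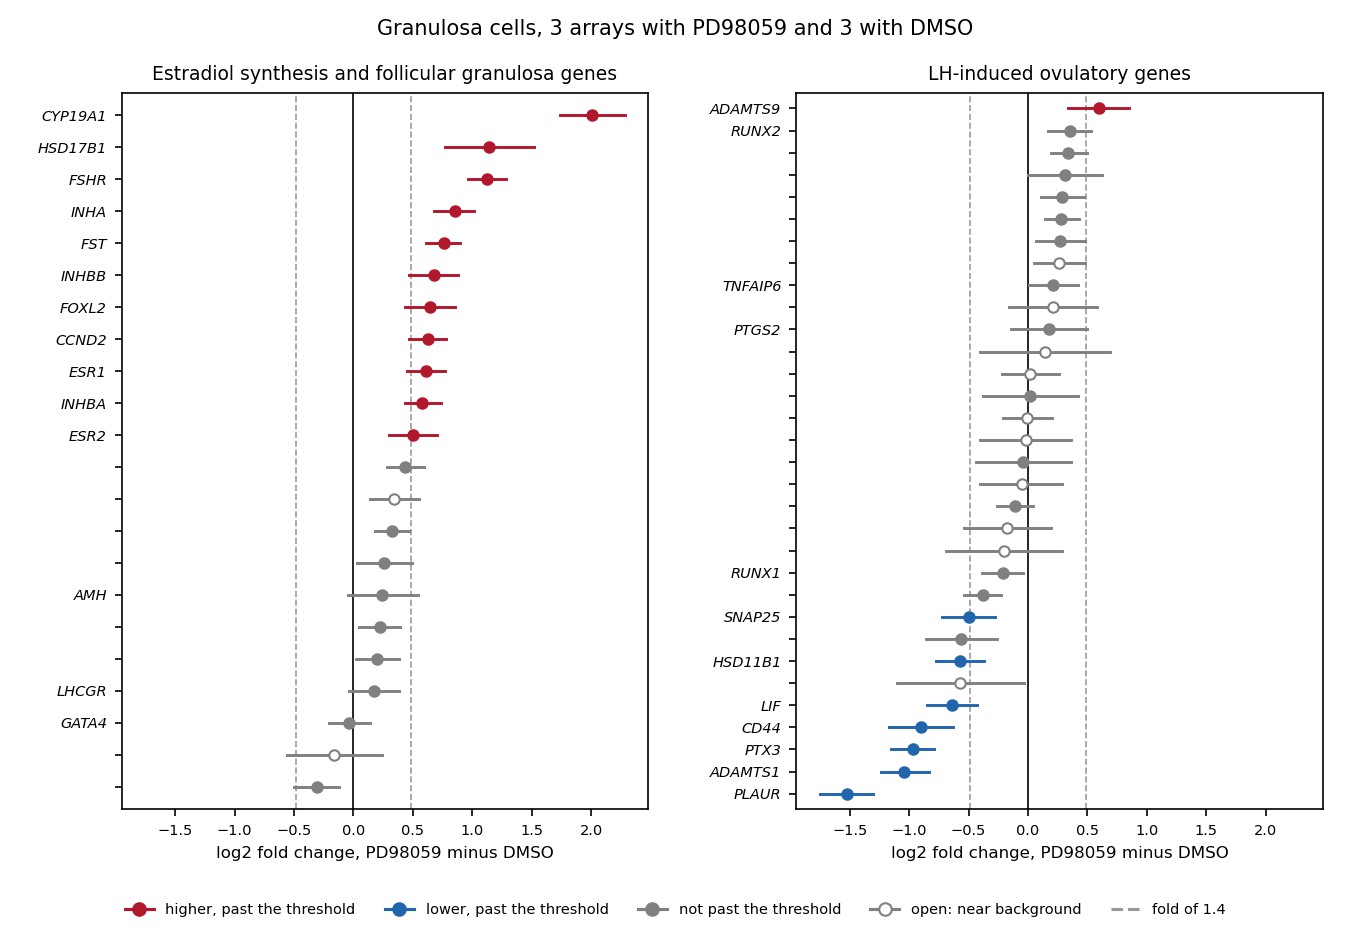
Log2 fold change of each measured gene of estradiol synthesis and the follicular granulosa cell and of LH-induced ovulatory genes with 1 left out, PD98059 minus DMSO, from 3 arrays per treatment, with names at the genes given in words. Points are limma estimates and bars 95% intervals, red points passed the threshold on the higher side and blue ones on the lower side, open points are near background, and dashed lines mark a fold of 1.4. Among the follicular genes all points past the threshold are on the higher side, and among the ovulatory genes shown ADAMTS9 alone is past it on the higher side.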

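Several genes that the LH surge is known to induce before ovulation fell with PD98059. Of 33 measured ovulatory genes, 8 were lower, 1 was higher and 24 did not pass the threshold (9 lower and 1 higher when adjusted over the list alone). PLAUR, the urokinase receptor, had a log2 fold change of −1.52 (standard error 0.09, adjusted p = 0.00156), the matrix protease ADAMTS1 −1.04 and the hyaluronan receptor CD44 −0.90. The cytokine LIF fell by 0.64, HSD11B1 by 0.57 and SNAP25 by 0.50, while ADAMTS9 rose by 0.60. PTGS2, the prostaglandin synthase of ovulation, stood at 0.18 (adjusted p = 0.527), TNFAIP6 at 0.21 and RUNX2 at 0.35, none of them past the threshold. LIF, HSD11B1, SNAP25 and ADAMTS9 lost their calls in some fits without 1 array, these and CD44 with the unmoderated test, and SNAP25 with the repeated quantile normalization. AREG and EREG, the EGF-like factors that relay the LH signal, were near background. The group as a whole did not pass (camera, adjusted p = 0.0673), and with an estimated correlation it had an adjusted p = 0.18. It passed on the lower side over the clusters above the median level alone (adjusted p = 0.028), with all clusters of a gene averaged (0.0277), with the quantile normalization repeated (0.049), without DMSO replicate 3 (0.0447), without PD98059 replicate 1 (0.0222) and with fry (0.00082), while over all alternatives the adjusted p reached 0.344 at most. The paper takes the inhibited ERK annotation as a quality control of the inhibitor, adds the pathways of TGF-β and of epithelial to mesenchymal transition, the regulators FSH, LH and IGF1 and the ovarian functions (Fig 3F and G), and concludes from all of these analyses together on the part of ERK signaling in ovulation and the corpus luteum.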

**Figure S3.**
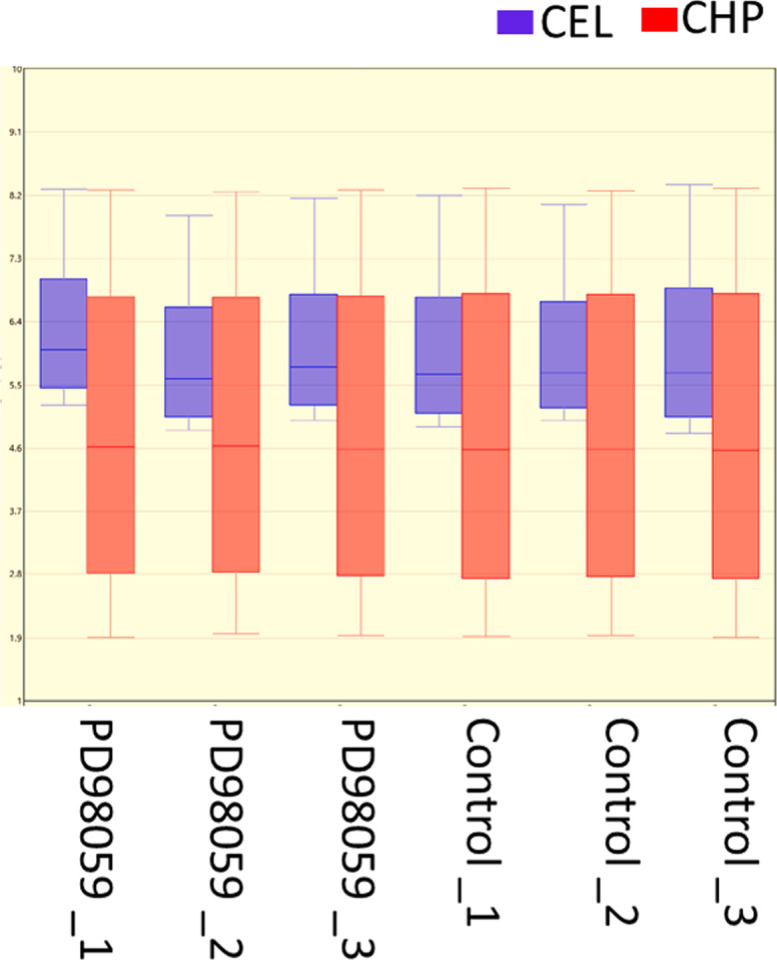
Transcriptome data distribution signal boxplots. The CEL and CHP labels indicate the raw and processed data, respectively, of the transcriptome generated in the present study after the normalization, demonstrating optimum data quality. Arabic numerals indicate the different replicates of the transcriptome data.

Table S1. Transcriptome data.

Table S2. Canonical pathways.

Table S3. Upstream regulators.

Transcriptome data also revealed that ERK inhibition by PD98059 induced mRNA abundance of FSH receptor (*FSHR*) and insulin-like peptide 3 (*INSL3*) genes and inhibited the *PTX3* (Pentraxin-related protein 3) gene in granulosa cells (Table S1 and Fig S4). It was shown that LH down-regulates *FSHR* and up-regulates *PTX3* expression in granulosa cells (Christenson et al, 2013). Therefore, the present data suggest that activation of ERK signaling by LH might also be responsible for the LH-induced regulation of *FSHR* and *PTX3* genes in granulosa cells. 

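FSHR, the receptor through which FSH drives follicular growth, was higher in the PD98059-treated cells, with a linear signal of 378 ± 4.01 (SD, n = 3) against 175 ± 8.53 (SD, n = 3) in controls. This is a log2 fold change of 1.12 (standard error 0.07, adjusted p = 0.00156). INSL3, a hormone of the insulin and relaxin family, had a signal of 465 ± 11.1 (SD, n = 3) against 305 ± 11.5 (SD, n = 3), a log2 fold change of 0.61 (standard error 0.07, adjusted p = 0.00623). PTX3, a pentraxin of the cumulus matrix, was lower at 30.6 ± 1.27 (SD, n = 3) against 59.9 ± 3.54 (SD, n = 3), a log2 fold change of −0.97 (standard error 0.07, adjusted p = 0.00269). For each of the 3 genes, the treated cultures lay wholly apart from the controls (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow).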

Interestingly, *INSL3*, which was shown to associate with steroidogenic luteal cells (Balvers et al, 1998; Hanna et al, 2010; Satchell et al, 2013; Pitia et al, 2021), was also induced by PD98059 treatment, suggesting *INSL3 gene* may also regulate the steroidogenesis in granulosa cells (Fig S4).

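In follicles INSL3 is also a product of theca cells. Of 9 measured theca cell markers, INSL3 alone was higher and none was lower (the same 1 when adjusted over the list alone). PTCH1, a receptor of hedgehog signals, had a log2 fold change of 0.39 (adjusted p = 0.0258), inside the fold limit, TCF21 0.24, NR2F2 −0.02 and CYP17A1, the theca enzyme of androgen synthesis, −0.07 at the background level. The group did not pass with camera (adjusted p = 0.0888) and passed on the higher side with fry (adjusted p = 0.00056, with 0.00056 to 0.281 over the alternatives). Genes of progesterone synthesis and cholesterol supply did not shift as a group (camera, adjusted p = 0.979): of 17 measured, PTGFR, the prostaglandin F receptor, was higher at 1.08 (standard error 0.07, adjusted p = 0.00166) and FDXR, the ferredoxin reductase of mitochondrial steroid synthesis, at 0.50 (a call lost without DMSO replicate 1 or 2 or PD98059 replicate 1 and after centring), none was lower and 15 did not pass (2 higher when adjusted over the list alone). STAR, the cholesterol transporter, had a log2 fold change of −0.14 (standard error 0.07, adjusted p = 0.345) and HSD3B1, which makes progesterone, 0.11 (standard error 0.06, adjusted p = 0.428). The median of this list was −0.12 and its mean 0.03, and fry passed it on the higher side (adjusted p = 0.0372, with 0.0372 to 0.985 over the alternatives).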

**Figure S4.**
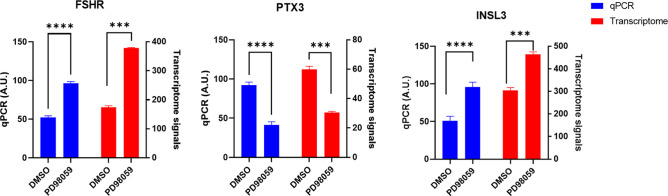
ERK-induced gene expression changes. The mRNA expression quantification of *FSHR*, *PTX3*, and *INSL3* genes in control and PD98059-treated cells. The left Y axis is the data from qPCR analysis (n = 6) and the right Y axis is the data from transcriptome analysis (n = 3). For qPCR data, probability values < 0.05 were considered statistically significant and are designated with up to four asterisk symbols to inform the strength of significant difference (* = *P* < 0.05; ** = *P* < 0.01; *** = *P* < 0.001, and **** = *P* < 0.0001). *P*-values for the transcriptome signals were derived from the transcriptome data. n = indicates the number of independent cell culture replicates analyzed.

### ERK-induced differential steroidogenesis is mediated by FOXL2 and SOX9

ERK modulates gene expression via activating transcription factors/cofactors. Therefore, we focused on identifying the possible transcriptional regulators mediating ERK effects in granulosa cells. 

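FOXL2, a transcription factor that maintains granulosa cell identity, was higher in PD98059-treated cells, and the cluster named SOX9, the factor that directs testis development, was lower. The linear signal of FOXL2 was 271 ± 18.2 (SD, n = 3) with PD98059 and 174 ± 14 (SD, n = 3) with DMSO, a log2 fold change of 0.64 (standard error 0.09, adjusted p = 0.0142). It did not pass without DMSO replicate 1 (adjusted p = 0.0635), PD98059 replicate 1 (0.0538) or PD98059 replicate 2 (0.0596), nor with the unmoderated test (0.0575), in a range of 0.00039 to 0.0801 over the alternatives. That of SOX9 was 62.3 ± 5.38 (SD, n = 3) with PD98059 and 137 ± 5.22 (SD, n = 3) with DMSO, a log2 fold change of −1.14 (standard error 0.08, adjusted p = 0.00269). The SOX9 cluster is listed for SOX10 as well, and a separate SOX10 cluster, near background, stood at 0.19 (adjusted p = 0.28). In both genes, the 3 treated cultures lay wholly to one side of the 3 controls (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). Of 14 genes of female gonadal identity, 5 were higher, 1 was lower and 8 did not pass (5 and 1 when adjusted over the list alone). The 5 were FOXL2, CYP19A1, FST, ESR1 and ESR2, all of which also stand among the follicular granulosa genes, and the lower one was BMP2, while the calls of FOXL2, ESR2 and BMP2 were lost in some fits, and CTNNB1 at 0.29 and RUNX1 at −0.21 did not pass. This group was higher (camera, adjusted p = 0.0266), with an adjusted p = 0.239 with an estimated correlation. It did not pass without DMSO replicate 2 (0.0753) or without PD98059 replicate 2 (0.104). Nor did it with the unmoderated test, whose statistics were compared by rank (0.285), in a range of 0.00195 to 0.285 over the alternatives. Of 13 genes of male gonadal identity, SOX9 and the claudin CLDN11 at −0.49 (a call lost in each fit without 1 array, with Tukey means, with the repeated quantile normalization and with the unmoderated test) were lower, none was higher and 11 did not pass (3 lower when adjusted over the list alone). AMH at 0.24, PTGDS at 0.01 and SOX8 at 0.20 did not pass, and the group did not shift with camera (adjusted p = 0.33) but passed on the lower side with fry (adjusted p = 0.03, with 0.03 to 0.669 over the alternatives).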

Curation of transcriptome data revealed that forkhead box L2 (*FOXL2*) expression is inhibited (Fig 4A), and SRY-Box Transcription Factor 9 (*SOX9*) expression is induced (Fig 4B) by MAPK3/1 signaling. FOXL2 is a well-known positive regulator of female gonad development and a suppressor of *SOX9* expression in female gonads. In addition, it is an activator for *CYP19A1* gene transcription and, therefore, estradiol production (Wang et al, 2007; Uhlenhaut et al, 2009). Interestingly, *FOXL2* mRNA expression was shown to be decreased in the granulosa cells of preovulatory follicles at 6 h post-hCG treatment. Furthermore, the newly formed CL was shown to have a complete loss of *FOXL2* expression at 16 h post-hCG, indicating FOXL2 is not essential for the luteinization process and may in fact act as a repressor of the luteinization of granulosa cells (Pisarska et al, 2004). This was confirmed by the constitutive expression analysis of the *FOXL2* in mouse ovarian somatic cells, which led to the loss of *STAR* expression and caused anovulation (Nicol et al, 2020). Therefore, ERK-driven decrease in estradiol production and increase in progesterone production observed in the present study could be a result of FOXL2 suppression by ERK. To clarify the inhibition of FOXL2 by ERK in granulosa cells, we treated cells with TPA, PD98059, and TPA+PD98059 and analyzed *FOXL2* mRNA expression. Results showed that activation of ERK using TPA inhibited the *FOXL2* expression; on the contrary, PD98059 induced *FOXL2* expression, as seen in transcriptome data. Cotreatment of cells with PD98059 along with TPA significantly reversed TPA’s inhibition of *FOXL2* expression (Fig 4C), revealing that ERK inhibits the expression of *FOXL2*, thus eventually suppressing the *CYP19A1* gene expression and estradiol production. On the contrary, ERK induces *STAR* expression and progesterone production in granulosa cells.

**Figure 4.**
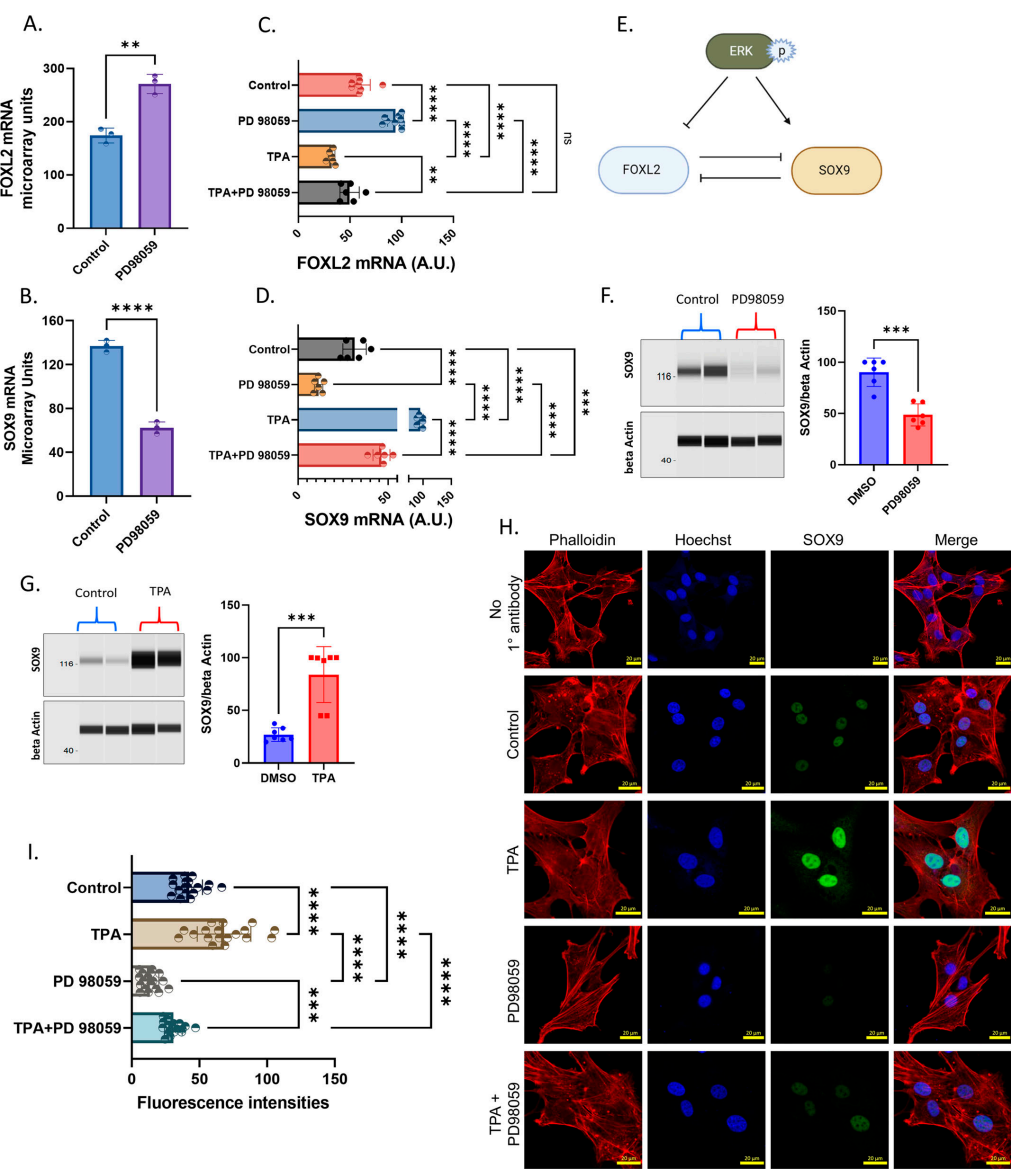
ERK regulation of FOXL2 and SOX9 underpins the steroidogenic function. **(A)** Expression intensities of the *FOXL2* gene in microarray data (n = 3). **(B)** Expression intensities of the *SOX9* gene in microarray data (n = 3). **(C)** mRNA quantification of *FOXL2* in granulosa cells cultured under different conditions (n = 6). **(D)** mRNA quantification of *SOX9* in granulosa cells cultured under different conditions (n = 6). **(E)** Schematic representation of ERK’s regulation of *FOXL2* and *SOX9* genes in granulosa cells and also possible bidirectional regulation of FOXL2 and SOX9 based on earlier reports. **(F)** Digitally constructed Western images of SOX9 and beta-actin proteins in control and PD98059-treated granulosa cells and their quantification data (n = 6). **(G)** Digitally constructed Western images of SOX9 and beta-actin proteins in control and TPA-treated granulosa cells and their quantification data (n = 7). **(H)** Immunofluorescence images of SOX9 localization in granulosa cells under different treatment conditions. The scale bar is 20 μm. **(I)** Quantification of nuclear SOX9 signals from immunofluorescence images (Fig 4H) taken at different locations of the culture plate (n = 3). Probability values < 0.05 were considered statistically significant and are designated with up to four asterisk symbols to inform the strength of significant difference (* = *P* < 0.05; ** = *P* < 0.01; *** = *P* < 0.001, and **** = *P* < 0.0001). n = indicates the number of independent cell culture replicates analyzed.

On the other hand, recombinant LH treatment was found to induce *SOX9* mRNA expression in human primary granulosa cells derived from patients undergoing in vitro fertilization procedure (Lan et al, 2013). SOX9 was reported to inhibit the *FOXL2* transcription in mice and bovine fetal testes and plays a vital role in testicular development (Croft et al, 2018). Among nonreproductive tissues, cartilages require SOX9 activity for their development and function in both sexes. Interestingly, ERK was reported to induce *SOX9* expression in chondrocytes and UroCa cell lines (Murakami et al, 2000; Ling et al, 2011; Peacock et al, 2011), which is in line with our present microarray data in granulosa cells. However, to clarify this, we quantified *SOX9* mRNA expression under TPA, PD98059, and TPA+PD98059 treatments. 

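Cartilage genes known as targets of SOX9 did not move together in the PD98059-treated granulosa cells. Of 16, the sulfotransferase CHST11 was higher, at a log2 fold change of 0.75 (standard error 0.08, adjusted p = 0.00527), and SOX6, a partner of SOX9 in chondrocytes, was lower, at −0.87 (standard error 0.17, adjusted p = 0.0396), a call lost without any 1 DMSO array or PD98059 replicate 3, with the repeated quantile normalization and with the unmoderated test. The other 14 did not pass the threshold (1 higher and 1 lower when adjusted over the list alone), among them FMOD at −0.32, SOX5 at 0.27 and COL2A1, the collagen of cartilage, at 0.17. As a group these genes did not differ from others (camera, adjusted p = 0.147). The SOX9 cluster of this array is also listed for SOX10.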

Results showed that activation of ERK using TPA robustly increased *SOX9* expression; on the contrary, inhibition of ERK using PD98059 decreased *SOX9* expression compared with the control (Fig 4D), which indicated the opposite regulation of *FOXL2* and *SOX9* genes by ERK in granulosa cells (Fig 4E). Western analysis further confirmed these findings as SOX9 protein expression decreased in cells treated with PD98059 (Fig 4F) and increased in cells treated with TPA (Fig 4G) compared with respective controls. Immunofluorescence localization of SOX9 in granulosa cells (Fig 4H and I) indicated that SOX9 is mainly localized in the nucleus and the its fluorescence intensities are proportional to ERK phosphorylation levels and to that of *SOX9* mRNA and protein abundancies under different inhibitor treatments (Fig 4D, F, and G).

However, till now, no direct evidence has been reported on the role of SOX9 in the functioning of ovarian cells. Therefore, to understand the significance of SOX9, we conducted *SOX9* knockdown using antisense gapmerRs in cultured granulosa cells (Fig 5A). Western analysis showed significant down-regulation of SOX9 expression upon gapmeR treatment, indicating the efficiency of the knockdown procedure in TPA-treated cells (Fig 5B). The expression of *FOXL2* and *CYP19A1* genes and the estradiol production significantly increased upon SOX9 knockdown (Fig 5C–E). In contrast, the expression of *STAR* mRNA and progesterone production were down-regulated compared with the sham GapmeR treatment (Fig 5F and G). These results show that ERK-dependent inhibition and induction of estradiol and progesterone productions, respectively, are also plausibly mediated via up-regulating SOX9 expression. We then asked whether SOX9, being a transcriptional regulator, could regulate the expression of *FOXL2*, *CYP19A1*, and *STAR* by binding to their promoters. Upon transcription factor binding analysis using PROMO, a virtual tool for analyzing the putative transcription factor binding sites available at https://alggen.lsi.upc.es/recerca/frame-recerca.html, we identified plausible SOX9-binding sites having consensus with the reported SOX9-binding sequence (A/T)(A/T)CAA(A/T)G (Oh et al, 2010) in the putative promoter regions of *FOXL2*, *CYP19A1*, and *STAR* genes. Chromatin immunoprecipitation (ChIP) analysis of these putative SOX9-binding regions identified the enrichment of the SOX9 protein on the *FOXL2* and *STAR* genes but not on *CYP19A1* (Fig 5H). Together with *SOX9* knockdown data, these ChIP data suggest that SOX9 regulates the expression of *CYP19A1* and estradiol production indirectly via down-regulating *FOXL2* and increases progesterone production by directly activating *STAR* expression. Interestingly, a study on breast cancer cells showed that progesterone supplementation could inhibit aromatase expression, whereas inhibition of progesterone signaling by ablation of progesterone receptor induced the aromatase expression (Hardy et al, 2008), suggesting that such additional mechanisms involving steroid receptors could potentiate the ERK-SOX9/FOXL2-driven regulation of steroidogenesis in post-LH follicles and help the follicular–luteal transformation process.

**Figure 5.**
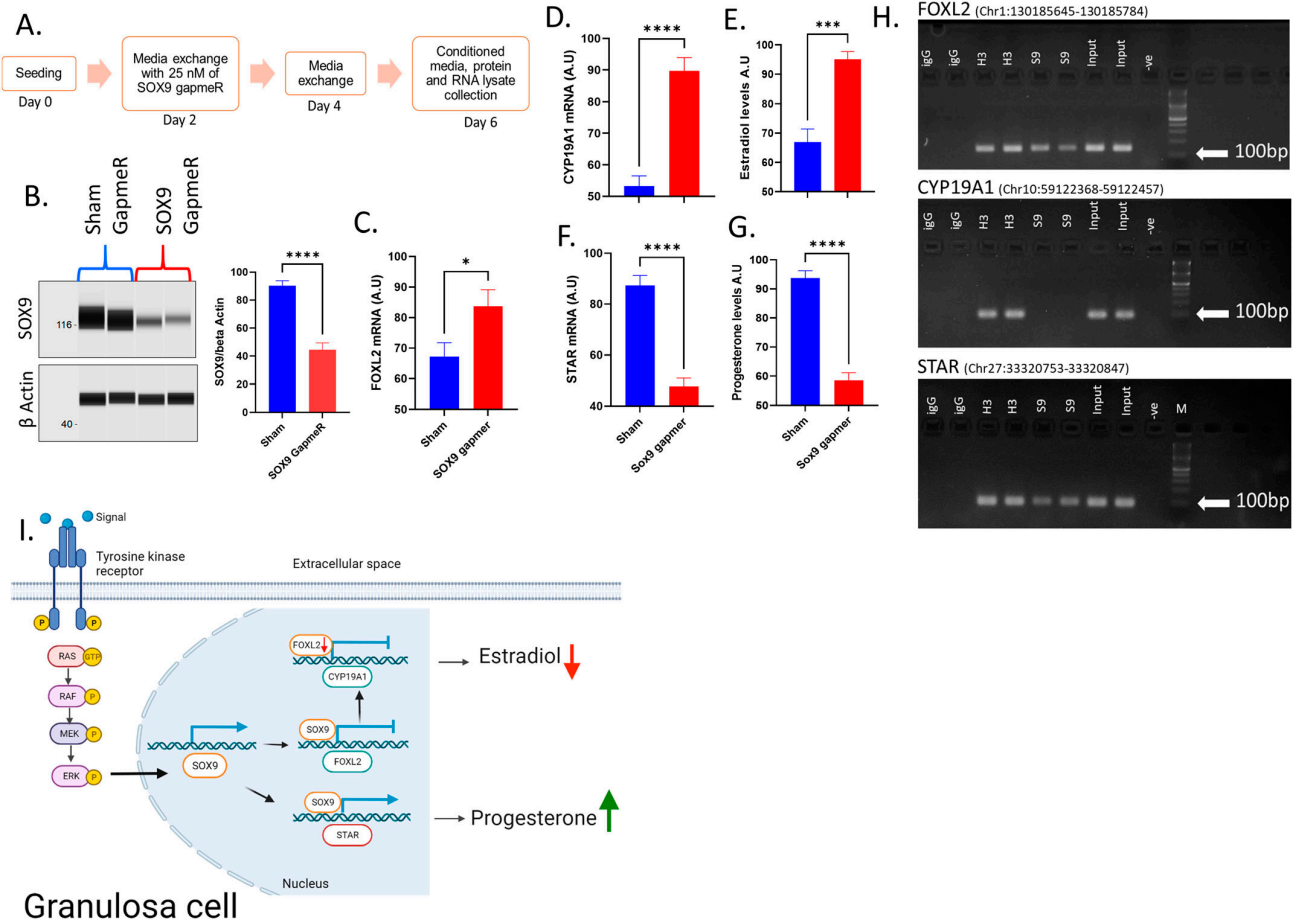
SOX9-induced regulation of steroidogenesis. **(A)** Schematic depiction of *SOX9* gene knockdown experiment. **(B)** Digitally constructed Western images of SOX9 and beta-actin proteins after Sham and SOX9 knockdown in granulosa cells treated with TPA and their quantification data (n = 8). **(C)** mRNA quantification of *FOXL2* in granulosa cells upon *SOX9* knockdown (n = 14). **(D)** mRNA quantification of CYP19A1 in granulosa cells upon SOX9 knockdown (n = 14). **(E)** Radioimmunoassay quantification of estradiol levels in the culture media (n = 14). **(F)** mRNA quantification of *STAR* in granulosa cells upon *SOX9* knockdown (n = 14). **(G)** Radioimmunoassay quantification of progesterone in the culture media (n = 14). **(H)** 3% agarose gel images indicating SOX9 enrichment on *FOXL2*, *CYP19A1*, and *STAR* putative promoter regions in two samples. IgG: negative control antibody; H3: positive control histone H3 antibody, S9: SOX9 antibody, input: 2% input sample, -ve: PCR negative control. **(I)** Graphical conclusion of present data: induction of ERK phosphorylation in granulosa cells decreases the expression of FOXL2 and increases that of SOX9, and by doing so, ERK induces *STAR* and inhibits *CYP19A1* and therefore, progesterone and estradiol levels, respectively, in granulosa cells. Probability values < 0.05 were considered statistically significant and are designated with up to four asterisk symbols to inform the strength of significant difference (* = *P* < 0.05; ** = *P* < 0.01; *** = *P* < 0.001, and **** = *P* < 0.0001). n = indicates the number of independent cell culture replicates analyzed.

Taken together, the present data on steroidogenic primary granulosa cells reveal that besides being essential for inducing the ovulation process, ERK signaling also regulates ovarian steroidogenesis and induces the proliferation of granulosa cells that may support the successful follicular luteal transformation. Importantly, ERK signaling down-regulates *FOXL2* and up-regulates *SOX9* expression, which eventually ceases *CYP19A1* expression and estradiol production, while increasing *STAR* and progesterone production (Fig 5I). Because optimum estradiol levels are also very important for maintaining healthy bones, skin, heart, and also brain function, we suggest that future studies are needed to determine whether ERK inhibitors can be used in humans for addressing low estrogen-driven disorders. Similarly, future studies need to be carried out on whether in vivo corpus luteum function can be improved by ERK activators to address luteal insufficiency, which is a major cause of early embryonic death in cows.

## Materials and Methods

### Granulosa cell culture model

For cell culture usage, α-MEM (#F0915; Bio and Sell GmbH) was reconstituted by supplementing 0.1% BSA, 4 ng/ml sodium selenite, 5 μg/ml transferrin, 10 ng/ml insulin, 0.084% sodium bicarbonate, 20 mM HEPES, 2 mM L-Glutamin, 1 mM nonessential amino acids, 100 IU penicillin, and 0.1 mg/ml streptomycin. In addition, 2 μM androstenedione, IGFI, and FSH (Sigma-Aldrich) were added on the day of culture. Bovine ovaries were obtained from the DANISH CROWN Teterower Fleisch GmbH, Teterow, Germany, and transported to the laboratory in 1X PBS supplemented with 100 IU/ml penicillin, 100 μg/ml streptomycin, and 0.5 μg/μl amphotericin. Granulosa cells were collected by manually aspirating the follicular fluid from small- and medium-sized ovarian follicles (≤6 mm), which have high *FSHR* expression and very low LH receptor (*LHCGR*) expression, using a 3-ml syringe and 18G needle. Viable cells were counted via the trypan blue staining exclusion method and cryopreserved in freezing media (FCS containing 10% DMSO). At the time of seeding the cells, cryovials were thawed in a water bath at 37°C and washed using α-MEM, and dissolved in reconstituted media. Cell cultures were performed in collagen-coated culture plates with a seeding density of 3 × 10^5^ cells/ml. For inhibiting ERK activity, cells were treated with two different chemical ERK inhibitors, PD98059 (50 μM) or U0126 (10 μM), in α-MEM for 2 h on day 2 of culture. 10 nM of TPA (12-O-Tetradecanoylphorbol-13-Acetate) was used for inducing the ERK phosphorylation. The media were replaced with fresh media without the inhibitor after 2 h and the culture continued until day 4, depending on the experiment. The gapmeR oligos used for the knockdown of ERK1/2 and SOX9 genes, along with negative control Sham gapmeR sequences, are listed in Table S4. 50 nM ERK1/2 gapmeR mix and 25 nM SOX9 gampeR concentrations were used for knocking down respective genes using TransIT-X2 Dynamic Delivery System (MIR6000; Mirus Bio) by following the manufacturer’s recommendations. For knockdown experiments, the corresponding gene-specific oligos were added to the cells on day 2 of the culture and the media were replaced with fresh media on day 4 and continued the culture until day 6 for the analysis.

Table S4. Antisense GapmeR sequences used for gene knockdown.

### Radioimmunoassay

The concentrations of estradiol and progesterone in the conditioned media were measured via ultra-sensitive competitive radioimmunoassays using custom-generated and purified rabbit antibodies. [2, 4, 6, 7-3H] 17β-Estradiol (GE Healthcare) and [1, 2, 6, 7-3H (N)] progesterone (PerkinElmer) were used as tracers for estradiol and progesterone estimation, respectively. The estradiol standard (E-8875; Sigma-Aldrich) and progesterone standards (P-0130; Sigma-Aldrich) were dissolved in ethanol and diluted in PBS. The range of the standard curve was chosen from 480 to 0 pg/ml via double dilution of standards. Separation of free and antibody-bound steroids was performed by the dextran-activated charcoal method. The levels of radioactivity were measured in a liquid scintillation counting system equipped with an integrated RIA-calculation program (TroCarb 2900 TR; PerkinElmer). The minimum detection limit was 3 pg/ml for estradiol and 7 pg/ml for progesterone. The intra- and inter-assay coefficients of variation for estradiol were 9.9% and 6.9%. These were 7.6% and 9.8% for progesterone. All samples and standards were assayed in duplicates, and the average of which was taken for the data analysis.

### mRNA quantification

Total RNA was isolated from cultured cells using the innuPREP RNA Mini Kit (Analytik Jena) and quantified through a NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific). cDNA was prepared using the SensiFAST cDNA synthesis kit (Bioline). SensiFAST SYBR No-ROX reagent and gene-specific primers (Table S5) were used for gene expression analysis. For all genes except INSL3, the PCR product was cloned in the pGEM-T vector (Promega) and sequenced to verify the specificity of the primer pairs. Five dilutions of cloned and verified plasmids were used as standards and amplified with cDNA samples. *INSL3* relative quantification was performed using the previously published primer pair (Satchell et al, 2013). The PCR amplification was performed in duplicates in a total of 12 μl reaction mix volume using a Light Cycler 96 instrument (Roche). The PCR amplicons were verified for each run using melting curve analysis and agarose gel electrophoresis.

Table S5. PCR primers.

### Capillary Western probing

Protein quantification was performed using the capillary Western method with ProteinSimple’s WES instrument according to the manufacturer’s guidelines. Cells were cultured in 48-well plates and lysed using 50 μl of 1x MPER lysis buffer (Thermo Fisher Scientific). The lysate was centrifuged at 4°C at 12,000*g* for 3 min to collect the protein supernatant. Protein concentrations were assayed using the micro BCA protein quantification method (Thermo Fisher Scientific). Protein samples, wash buffers and blocking reagents, primary and secondary antibodies, and chemiluminescent substrates were prepared and distributed into dedicated wells of the assay plate. The assay plates were loaded onto the instrument for protein separation in a 12–230 kD capillary separation module (SM-W001). The detection of protein bands was automated by the instrument. The list of primary antibodies used for the analysis is listed in Table S6. The anti-mouse (DM-002) and anti-rabbit (DM-001) secondary antibody modules were purchased from ProteinSimple Company.

Table S6. Antibodies.

### Cell titer analysis

Cell titer analysis was performed using tetrazolium compound-based CellTiter 96 AQueous (Promega) according to the manufacturer’s recommendations. Granulosa cells were cultured in 96-well plates in 100 μl media. At the end of the experiment, 20 μl of CellTiter 96 Aqueous solution was pipetted into each well and incubated at 37°C for 1 h in a cell culture incubator. Absorbance was recorded at 490 nm using a plate reader instrument.

### Cell cycle analysis

Cells were cultured for 2 d under basal conditions before giving treatment of either PD98059, TPA, PD98059 + TPA or DMSO as vehicle control. After 24 h of treatment, cells were detached by incubation with Accutase (A6964; Sigma-Aldrich) for 20 min at 37°C. After two wash steps with 1x PBS, cells were incubated in the culture medium containing 5 μg/ml Hoechst33342 for 30 min at 37°C in the dark. Immediately after staining, cells were analyzed using a flow cytometer (MoFlo XDP; Beckman-Coulter) equipped with a 355 nm laser for optimal excitation of Hoechst-33342. DNA signal was quantified from single cells (10,000 counts) using the area and height parameters of Hoechst33342. The data were subsequently analyzed using the MultiCycle Tool of FCS Express 6 software.

### Cell viability analysis

Cultured granulosa cells were washed with PBS and detached from the culture plate by incubating them with Accutase (A6964; Sigma-Aldrich) for 20 min at 37°C. Cells were transferred into a 1.5-ml tube and washed twice with pre-warmed DMEM by centrifugation at 300*g* for 5 min. Cells were resuspended in DMEM containing 5 μl of propidium iodide (0.5 mg/ml in PBS). The fluorescence signal was quantified from single cells (10,000 counts) by a flow cytometer (Gallios; Beckman-Coulter) and the data obtained were analyzed using the Kaluza Software (Beckman-Coulter).

### Transcriptome analysis

RNA samples from Control and PD98059 treated cells were subjected to microarray analysis using bovine gene 1.0 ST arrays (Affymetrix). The quality of RNA was verified by a Bioanalyzer instrument (Agilent Technologies). All the samples used for the microarray analysis showed a RIN value of 9.5 to 9.9, indicating negligible degradation of RNA in the samples. Amplification, labeling, and hybridization procedures of microarray were performed with Gene Chip Expression 3′ amplification one cycle target labeling and control reagents supplied by Affymetrix using the recommended protocol. Hybridization was done overnight in the Gene Chip R hybridization oven, and the expression was visualized using Affymetrix Gene Chip Scanner 3000. Raw data were processed in the expression console software (Affymetrix; V1.46) for normalization and background reduction. The gene-level summary was performed using the Robust Multichip Average method. The functional annotation of transcriptome data were carried out using IPA (QIAGEN).

### Immunofluorescence analysis of SOX9

Granulosa cells were cultured in chamber slides coated with collagen for the imaging analysis. The cells were washed three times with 1x PBS and fixed using 4% PFA for 4 h at 4°C after which the cells were washed in 1x PBS and then subjected to permeabilization using 0.3% Triton X for 10 min at RT. Cells were incubated in 5% BSA solution at RT for 30 min for blocking nonspecific antibody binding. Cells were incubated with SOX9 antibody (1:100) at 4°C overnight, followed by rinsing four times in 1X PBS and then incubation with Alexa fluor 647 goat anti-rabbit secondary antibody (1:200) and incubated in the dark at RT for 1 h. Cells were rinsed again with 1X PBS to omit any excess bound antibodies mixture. Then, SYBR Green (1:1,000) was added and incubated in the dark at RT for 20 min. After this, 2% PFA was added and again incubated at RT for 20 min. Finally, cells were covered with mounting media and kept at 4°C until visualized under a laser scanning microscope (LSM 800; Carl Zeiss) using a 40x oil objective lens.

### ChIP

To clarify whether SOX9 binds to the promoter regions of *FOXL2*, *CYP19A1*, and *STAR* genes, ChIP was performed using the SimpleChIP Enzymatic Chromatin IP Kit (#9003; Cellsignal Technology). Granulosa cells were cultured for two days under basal conditions, followed by treatment with TPA for another 2 d to increase the SOX9 abundance and collected for analysis. Cells were detached by incubation with Accutase for 20 min at 37°C and washed two times with 1x PBS. ChIP was performed as described by the manufacturer but with some modifications. For each IP, 2 million granulosa cells were used, and to digest the chromatin, we found that 500 gel units of micrococcal nuclease were sufficient. After stopping the digestion by adding 10 μl of 0.5 M EDTA, sonication was done in two sets of 20-s pulses using the ultrasonic processor Labsonic M (Sartorius AG). Complete lysis of the nuclei was checked by light microscopy. To check the chromatin digestion, an aliquot of each lysate was incubated with RNAse A for 30 min at 37°C followed by Proteinase K for 2 h at 65°C. The lysate was then loaded on a 1% agarose gel and analyzed by gel electrophoresis. ChIP was performed overnight at 4°C on a rotator with 1 μg of a rabbit IgG to SOX9 antibody (#82630; Cell Signaling). As a positive and negative control, we used 1 μg of Histone H3 antibody (#4620; Cell Signaling), and 1 μg of an unspecific rabbit IgG antibody (#2729; Cell Signaling), respectively. Eluted DNA from SOX9, histone H3, and unspecific rabbit IgG precipitation were subjected to PCR amplification, and the product was electrophoresed in 3% agarose gel for detecting the enrichment of SOX9 on the putative promoter regions of *FOXL2*, *CYP19A1*, and *STAR* genes using specific primers mentioned in Table S5.

### Statistical analysis

Statistical analyses and data visualization were performed using the Graph pad Prism 9.0 licensed software. Normalized data values were used for the statistical analysis unless otherwise stated. Unpaired two-way *t* tests were performed for comparison between the two groups. The remaining data were analyzed using one-way ANOVA. Pairwise multiple comparisons were executed using appropriate post hoc tests. Data are presented either as box plots with whiskers spanning a minimum to a maximum point of the data read or bar charts of mean with SEM values. Probability values < 0.05 were considered as statistically significant and are designated with up to four asterisk symbols to inform the strength of significant difference (* = *P* < 0.05; ** = *P* < 0.01; *** = *P* < 0.001, **** = *P* < 0.0001). The transcriptome data were analyzed using TAC 4.0 software (Affymetrix). Analysis of Variance (ANOVA) was used to calculate the *P*-value and was additionally corrected for FDR (Benjamin–Hochberg method) integrated within the TAC 4.0. Differentially expressed genes were identified using fold change (FC) > |1.4|, FDR < 0.05.

## Data Availability

The global gene expression data are deposited in Gene Expression Omnibus by following MIAME guidelines and can be accessed with the dataset identification number GSE225283.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

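RNA of primary bovine granulosa cells was measured on 6 GeneChip Bovine Gene 1.0 ST arrays, 3 from cultures treated with DMSO and 3 from cultures treated with 50 μM PD98059 for 2 h on day 2 and kept until day 4. The authors corrected the background, normalized the arrays and summarized each transcript cluster with RMA in Expression Console, and deposited the resulting log2 values, rounded to 2 decimals, in a table with 1 column per array. These steps start from scanner files that are not used here, and the genome build behind the cluster annotation is not given in the sources used here. The series' own value table holds the same log2 values, equal in all 146490 cells, so it gives no alternative. Each column was matched to its sample by its name, and 0 sample columns were left unmatched.

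Clusters were named through the RefSeq accessions in the deposited table, matched without versions to the genes of the ARS-UCD2.0 annotation, or else by the single symbol in the table, and no coordinates were taken from that annotation because the builds may differ. In 24 clusters the symbol in the table had been turned into a date, and such symbols were not used as names. A gene read by more than 1 cluster, as 338 genes are, is represented by the cluster with the highest mean level, and its other clusters are given where they differ. The background level is the 95th percentile of the mean log2 of 382 olfactory receptor clusters, genes that granulosa cells are not known to express.

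The log2 values of the 6 arrays were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with the treatment as the only factor. Its prior had 2.8 degrees of freedom beside the 4 residual ones. All 24415 clusters were tested, and a cluster passed at a Benjamini-Hochberg FDR under 0.05 and a fold above 1.4. Gene lists were compared with all other named genes by limma's camera at a preset correlation of 0.01, with an estimated correlation as an alternative, and their members' movement to one side was tested by limma's fry. The paper names an ANOVA within TAC 4.0 for the arrays. The unmoderated test used here as an alternative is a plain equal-variance t-test per cluster, the same as a one-way ANOVA of 2 groups, and was not run in that software. For it, the lists were compared by the ranks of its statistics with limma's cameraPR. Principal components were computed from centred, unscaled clusters. Exact permutation tests of 3 arrays against 3 are two-sided and cannot go below p = 0.1. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

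The fit was tested on simulated data for this comparison, with 200 of 24415 clusters, all drawn from those above the background level, changed by known folds on both sides. It recovered 36 of 50 clusters changed 1.5-fold, 49 of 50 changed 2-fold, 50 of 50 changed 3-fold and 49 of 50 changed 4-fold, and 8 of its 192 calls fell on unchanged clusters. The simulated noise was normal and independent between clusters, with the moderated SD of each cluster. Correlation between genes was thus absent, and recovery in the real data may be lower. Arrays give no counts, so the number of arrays and the signal above background set the precision. The median SD within groups was 0.12 on the log2 scale.

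Genes are named by a fixed rule. It takes the genes the paper names for the arrays, steroid synthesis and ERK, the 15 largest rises and the 15 largest falls among named clusters past the threshold whose groups do not overlap, and from each list up to 8 members past the threshold by size and up to 4 others by level. Values in Tables S1 to S3 and in Figs 3, 4 and S4 had been seen when the rule was written, and the gene lists stand in the same plan. Table S3, like Table S1, was at hand only in part, so no enrichment was tested on either, and only directions were counted for entries that were complete.

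The alternatives were the replicate number as a block, centring on the array medians, a repeated quantile normalization, filters at the background level and at the median level, a trend of variance on mean, array quality weights, the unmoderated test, Tukey biweight group means for the fold, a fold above 2, an FDR under 0.01, limma's treat with the fold of 1.4 in the test, 1 cluster per gene, the mean of all clusters of a gene, and leaving out each array in turn. Other splits of the 6 arrays into 3 and 3 were fitted in all 10 ways. The experiments on U0126, TPA, gene knockdown, RT-qPCR, Western blots and hormone assays are not analysed here. The values of some single genes are not reported here.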

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

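The test on the SOX10 cluster, the demand that a theca marker lie 2 SD above background, and the criterion by which the gene lists here were picked out, were chosen only after the results were seen. The criterion took lists of genes outside those the paper's text discusses for the arrays that passed an FDR of 0.05 with both camera and fry and had at least 5 members past the threshold. The adjusted p given over the alternatives is in each case highest with an estimated correlation. Of 29 genes of the ATF4 amino acid response, 22 were lower and none was higher with PD98059 (22 lower when adjusted over the list alone). Camera at the preset correlation gave an adjusted p = 2.2e-25, with 2.6e-31 to 0.0886 over the alternatives. The correlation estimated for this list was 0.315, above the preset one, and camera with it gave the 0.0886. The paper's Table S3 gives ATF4 as an inhibited regulator. That entry comes from these same samples and shares genes such as CTH, TRIB3 and CHAC1, so it is not independent evidence. Values of Table S3 had been seen before the list was tested, so the list's p-value is not that of a blind test. Of 20 cytosolic aminoacyl-tRNA synthetases, 5 were lower and none was higher (5 lower when adjusted over the list alone; camera, adjusted p = 3.9e-09, and 5e-12 to 0.134 over the alternatives). Of 24 genes of SRF and the actin cytoskeleton, 6 were lower and none was higher, with the actin-binding NEXN at −0.87 and TAGLN2 at −0.82 (6 lower when adjusted over the list alone; camera, adjusted p = 5.8e-05, and 7.4e-06 to 0.0615 over the alternatives). Of 21 targets of TEAD and of YAP, which the paper names from earlier work, 5 were lower and none was higher, with ANKRD1 at −1.29 and CCDC80 at −0.72 (5 lower when adjusted over the list alone; camera, adjusted p = 8.7e-05, and 3e-05 to 0.126 over the alternatives). Of 22 genes of the plasminogen system and matrix proteases, 8 passed the threshold, 6 lower and 2 higher, with ADAM19 at −0.58 and the thrombin inhibitor SERPINE2 at 0.64 (7 lower and 2 higher when adjusted over the list alone; camera, lower, adjusted p = 1.9e-05, and 8.4e-07 to 0.0615 over the alternatives). Of 19 genes of hypoxia and glycolysis, 5 passed, the glucose transporter SLC2A3 at 1.02 and BNIP3 at 0.52 on the higher side and EGLN3 at −0.91, NDRG1 at −0.60 and BHLHE40 at −0.57 on the lower (2 and 3 when adjusted over the list alone; camera, higher, adjusted p = 0.00432, and 0.00025 to 0.326 over the alternatives). The calls of BNIP3, EGLN3, NDRG1, BHLHE40 and ADAM19 were lost in some fits without 1 array, those of BNIP3 and EGLN3 also with the unmoderated test and that of BNIP3 after centring.

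INSL3, in the follicle also a product of theca cells, rose by 0.61 on the log2 scale with PD98059. A larger share of theca cells in the treated cultures was tested on the 3 theca markers above background, TCF21, PTCH1 and NR2F2, whose median log2 fold change of 0.24 (SD 0.21, highest 0.39) lay below that of INSL3. That median is the value of TCF21, which in the controls lies less than 2 SD above background, and the other 2 markers moved apart, so a larger share of theca cells stays open. Centring the arrays or repeating the quantile normalization left INSL3 past the threshold at 0.57 or more. Both steps start from values that the authors had already normalized together and change them little. They therefore cannot decide whether that normalization is the cause. The theca list as a whole passed on the higher side with fry (adjusted p = 0.00056) and did not pass with camera (adjusted p = 0.0888). Inhibition of ERK in the granulosa cells themselves may also act on INSL3, a hypothesis that the arrays do not test apart from the treatment.

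PD98059 is a flavone, and flavones can bind the aryl hydrocarbon receptor. Of 10 measured genes of this receptor's targets, CYP1B1 was lower at −0.90 (standard error 0.16, adjusted p = 0.0316, a call lost without any 1 DMSO array and without PD98059 replicate 1 or 2, and with the unmoderated test) and none was higher (1 lower when adjusted over the list alone; camera, adjusted p = 0.716). An action of PD98059 on the receptor apart from ERK was tested on CYP1A1, CYP1B1, AHRR and TIPARP, of which only 1 passed the threshold where at least 2 would have been needed, with AHRR at 0.08, TIPARP at 0.09 and CYP1A1 near background. The number past the threshold was 1 under both other normalizations as well. These start from values already normalized together, so they cannot decide whether the authors' normalization is the cause of that call. Inhibition of ERK and an action on the receptor may each lower CYP1B1 and cannot be told apart, because 1 gene of the 4 does not decide and all treated arrays received the same compound.

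SOX9 fell by 1.14 on the log2 scale in a cluster that the table lists for SOX10 as well. Whether SOX10 transcripts contribute was tested on the separate SOX10 cluster, which stood at 0.19, but it lies near background and leaves the question open. Centring the arrays or repeating the quantile normalization left the fall past the threshold, with −1.10 as the value nearer to 0. As both start from values already normalized together, they cannot decide whether the authors' normalization is the cause. The paper's RT-qPCR and Western blot of SOX9 run the same way (Fig 4), which does not settle what the cluster reads. Inhibition of ERK may lower SOX9 in these cells, on the arrays alone a hypothesis found and tested on the same data, which the paper also tests by these other assays.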

How the results depend on the processing

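The counts of named genes whose calls were lost were chosen only after the results were seen. Lower calls outnumbered higher ones in each setting run. Of the alternatives that kept the count of 656 clusters within 1.5 times, Tukey biweight means gave 654 (611 shared), array weights 668 (650 shared), centring on the medians 695 (614 shared, with 74.0% lower against 66.2%), the filter at background 703 (622 shared), the filter at the median level 640 (570 shared), a repeated quantile normalization 640 (602 shared, with 63.3% lower), 1 cluster per gene 628 (207 higher, 421 lower and 1333 at any fold) and the variance trend 779 (656 shared). A fold above 2 left 87 clusters, 19 higher and 68 lower, and treat left 38, 8 higher and 30 lower, both by construction. An FDR under 0.01 left 272 at any fold, all also past the fold limit, 93 higher and 179 lower. The unmoderated test gave 350, 123 higher and 227 lower, with 734 at any fold. At the FDR limit alone, 2004 clusters passed with the filter at background, 2401 with the filter at the median level and 2393 with the variance trend, against 1110. Leaving out 1 array, and so testing fewer, gave 271 to 491 clusters, 97 to 160 higher and 174 to 331 lower, and 271 to 528 at any fold. The fold above 2 and the Tukey means have no value of their own for the FDR alone. The first component held 33.3% of the variance with scaled clusters, 60.33% above the median level and 39.94% to 43.11% without 1 array.

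The replicate numbers were not taken as pairs: same-numbered arrays had deviations from their group means that correlated at 0.037 to 0.051, under the limit of 0.1, and arrays of other numbers at −0.036 to −0.003, so each of the 6 arrays correlated best with its own number, a hint from the data and not from the design. With the replicate block, 237 clusters passed, all 237 at any fold, 75 higher and 162 lower, 232 of them among the 656. The list of female gonadal identity had an adjusted p of 0.0656 with the block and that of interferon response genes 0.0455. With it 52 of the 133 named genes past the threshold lost their call, among them FOXL2 at 0.64 (adjusted p = 0.0801) and INSL3 at 0.61 (adjusted p = 0.0516).

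With an estimated correlation 0 gene lists passed. The lists behind the paper's claims that lost their call so are ERK feedback at 0.0579, immediate early genes at 0.089, follicular genes at 0.0579, female identity at 0.239, TGF-β response at 0.0615 and mesenchymal genes at 0.101. With fry, the ERK cascade (0.0108), ovulatory genes (0.00082) and male identity (0.03) passed, and the progesterone list passed on the other side (0.0372). The ovulatory genes passed also with the repeated quantile normalization (0.049), above the median level (0.028) and with clusters averaged (0.0277), as did the epithelial genes above the median level (0.0301). Female identity was lost with the unmoderated test, whose statistics were compared by rank (0.285). Without 1 array, the ovulatory genes ran from 0.0222 to 0.114, female identity from 0.0156 to 0.104, and 15 to 20 lists passed. The cause was not tested for any of these changes.

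Of 133 named genes past the threshold, 50 lost their call without at least 1 array: 44 without DMSO replicate 1, 30 without DMSO replicate 2, 39 without DMSO replicate 3, 18 without PD98059 replicate 1, 34 without PD98059 replicate 2 and 30 without PD98059 replicate 3. FOXL2 lay at 0.58 to 0.69 in these fits, and at 0.64 with the unmoderated test (adjusted p = 0.0575), where 42 named genes were lost. Centring ended the calls of BNIP3, CENPF, ESR2 and FDXR, and the repeated quantile normalization those of ACVR1, BMP2, CLDN11, EPHA2, IFIT1, SNAP25, SOX6 and YARS1. No named gene past the threshold changed sign in any setting, while genes close to 0 did. With Tukey means EPHA4 stood at 0.04, NR2F2 at 0.01, SMAD3 at 0.03 and VIM at 0.01, and with array weights EPHA4 and VIM at 0. With the repeated quantile normalization DUSP4 stood at 0, EPHA4 at 0.03, GAPDH at −0.04 and NR2F2 at 0.02, and with centring GAPDH and PTGDS at −0.02. Without 1 array AHRR ran from −0.01 to 0.24, CYP17A1 from −0.15 to 0, EPHA4 from −0.04 to 0.06, GAPDH from −0.02 to 0.05, GATA4 from −0.07 to 0, NR2F2 from −0.04 to 0.01, PTGDS from −0.09 to 0.08, SMAD3 from −0.09 to 0.03 and VIM from −0.01 to 0.01.

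Splits of the 6 arrays into 3 and 3 are 10, too few for a share under 0.05. The real one gave 656 clusters, 222 higher, 434 lower and 1110 at any fold, against 0 in each of these as the highest of the others, and 17 lists against 11, so 1 split of 10 reached each real value. Every other split mixes the treatments, so the treatment difference lies partly between its groups and partly in their spread. The other splits therefore do not show what would pass without a treatment effect. Signal over background limits 34 of the 656 clusters.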

Differences from the paper's values

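The comparison of Table S1 with the deposited values was chosen only after the results were seen. The paper's signed fold change of ESR2 in Table S3 is 1.52, and here it was 1.41 (standard error 0.08). Of the alternatives set before the data were examined, Tukey biweight group means gave 1.52, leaving out DMSO replicate 3 gave 1.45 and leaving out PD98059 replicate 1 gave 1.48, which lie within the error of the paper's value. The others do not, with 1.42 for array weights, 1.38 for centring on the medians, 1.43 for the repeated quantile normalization, 1.41 for both level filters, the mean of all clusters, the replicate block, the unmoderated test and the variance trend, and 1.40, 1.40, 1.37 and 1.39 without DMSO replicate 1, DMSO replicate 2, PD98059 replicate 2 and PD98059 replicate 3.

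The paper states that the TGF-β pathway was induced in the treated cells (Fig 3F). Of the 11 genes of that entry in Table S2, 5 were higher here and 6 were lower. Of 18 TGF-β and BMP response genes, 7 were lower and none was higher, while SMAD2 and the inhibin and activin subunits of the entry's family rose. The paper's Table S3 gives TGFB1 as an inhibited regulator, with the paper's z-score of −3.790. For LH, the paper's text prints a z-score that is not the −1.810 of the Lh entry in its Table S3, which carries no state there, while EGF has −1.513 in that table. The paper's text has FSH as activated, and the entry's genes were 19 higher and 18 lower here. For FSH and for the TGF-β entry, such counts are another measure than the paper's z-scores, which set each gene against an expected direction. The counts can therefore neither bear out nor contradict those scores. CSTB is among the genes named in Fig 3E, and here its brighter cluster lay inside the fold limit at −0.40, while its other cluster passed at −1.42 and the mean of both clusters passed too.

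The paper reports 654 changed clusters, 220 higher and 434 lower, and here 656 passed, 222 higher and 434 lower, at the paper's limits. With Tukey biweight group means the total was 654, with 218 higher and 436 lower. The first principal component held 37.49% of the variance here, against the paper's 40%, and 39.94% without DMSO replicate 1. In the 1999 rows of Table S1 at hand, 55 clusters pass by the paper's columns and 57 here, 52 of them shared. The paper's fold lay within 0.02 of the Tukey biweight fold in 1973 of these rows and within 0.02 of the fold of the group means in 779. For ESR2 too, the paper's fold of 1.52 equals that of the Tukey biweight means.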

Other observations

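The counts of list members with a positive value and the value of ATF4 were chosen only after the results were seen. Among the 22 genes of the ATF4 response that were lower with PD98059 were CTH, which makes cysteine, at a log2 fold change of −1.55 (standard error 0.27), the pseudokinase TRIB3 at −1.46, the glycine transporter SLC6A9 at −1.34, the glutathione-degrading CHAC1 at −1.33, the glutamine transporter SLC1A5 at −1.24, the proline enzyme PYCR1 at −1.16, the folate enzyme ALDH1L2 at −1.14 and the serine enzyme PSAT1 at −1.05. SHMT2 at −0.13 and DDIT4 at 0.29 did not pass the threshold, nor did ATF4 itself at −0.38 (adjusted p = 0.0612 from limma), and the calls of CTH and SLC6A9 were lost in some fits without 1 array and with the unmoderated test. Of the 20 enzymes that load amino acids onto tRNA, 5 were lower, WARS1 at −0.71, GARS1 at −0.65, SARS1 at −0.60, TARS1 at −0.54 and YARS1 at −0.49, while EPRS1 at −0.18 and QARS1 at −0.03 did not pass, and of these 5 only SARS1 passed in each fit without 1 array, and YARS1 did not pass with the unmoderated test or the repeated quantile normalization. Neither list passed with an estimated correlation (adjusted p = 0.0886 and 0.134). Of 19 chaperones and genes of the unfolded protein response in the endoplasmic reticulum, the ubiquitin ligase SYVN1 was lower at −0.61 and none was higher (1 lower when adjusted over the list alone). As a group they were lower (camera, adjusted p = 0.00093, and 4.7e-05 to 0.326 over the alternatives, highest with an estimated correlation), with the chaperone HSPA5 at −0.29 (adjusted p = 0.061) not past the threshold.

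Genes of cell division were higher as a group by small amounts. Of 25 mitosis genes, TOP2A at 0.56 and CENPF at 0.51 were higher and none was lower (2 higher when adjusted over the list alone), and all 25 had a positive log2 fold change (camera, adjusted p = 1.9e-12, and 6.3e-15 to 0.0639 over the alternatives, highest with an estimated correlation). TOP2A and CENPF lost their calls in some fits without 1 array, and CENPF also after centring and with the unmoderated test. The proliferation marker MKI67 stood at 0.46 (adjusted p = 0.016), inside the fold limit. Of 22 genes of DNA replication, the thymidine kinase TK1 was higher at 0.73 and none was lower (3 higher when adjusted over the list alone), and all 22 were positive (camera, adjusted p = 5.8e-09, and 2.3e-10 to 0.101 over the alternatives, highest with an estimated correlation), with PCNA at 0.12 not past the threshold. The paper's assays of proliferation used PD98059 and TPA, each alone and together (Fig 3A and B), on cultures that are not analysed here. They showed more proliferation with TPA, which PD98059 given together with TPA prevented, and the paper concludes that ERK signaling induces proliferation. The small rises of these transcripts with PD98059 run the other way. Cell titer and DNA content are other measures than transcripts, and the cell cycle assay was made at another time after treatment.

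Of 22 genes of cholesterol biosynthesis, none passed the threshold with limma, 2 had an unadjusted p under 0.05 and 0 passed with the unmoderated test, while the group was lower (camera, adjusted p = 0.0252). It did not pass over the clusters above the median level (0.138) or above background (0.0729), without DMSO replicate 1 (0.051), without PD98059 replicate 2 (0.167), with fry (0.0509) or with an estimated correlation (0.517), in a range of 0.00278 to 0.517 over the alternatives. Of 16 NRF2 targets, GCLC was higher and the cystine transporter SLC7A11 was lower at −0.84 (1 and 1 when adjusted over the list alone; camera, adjusted p = 0.276). Of 20 interferon response genes, IFIT1 at −1.08 and GBP2, near background, at −0.60 were lower and none was higher (2 lower when adjusted over the list alone; camera, adjusted p = 0.13, and 0.00163 to 0.782 over the alternatives). The calls of IFIT1 and GBP2 were lost in some fits without 1 array and with the unmoderated test. This list passed on the lower side without DMSO replicate 3 (0.0277) and without PD98059 replicate 1 (0.00163).

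Markers of endothelial cells and of oocytes were mostly near background. Of 12 endothelial markers 9 were near background, VWF was lower at −0.57 (a call lost in some fits without 1 array and with the unmoderated test) and none was higher (1 lower when adjusted over the list alone; camera, adjusted p = 0.542). Of 15 immune cell markers 7 were near background, 1 had an unadjusted p under 0.05 and none passed with limma or with the unmoderated test (none when adjusted over the list alone; camera, adjusted p = 0.257). Of 10 oocyte markers 8 were near background, 1 had an unadjusted p under 0.05 and none passed with limma or with the unmoderated test (none when adjusted over the list alone; camera, adjusted p = 0.796). Of 9 markers of the ovarian surface epithelium 3 were near background, 3 had an unadjusted p under 0.05 and none passed with limma or with the unmoderated test (1 higher when adjusted over the list alone, CALB2 at 0.58; camera, adjusted p = 0.106, and 0.0384 to 0.49 over the alternatives), and the list passed on the higher side without PD98059 replicate 1 (0.0384). CALB2 did pass with the filter at background, with the filter at the median level and with the variance trend.

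The paper reports from RT-qPCR of other cultures that PD98059 lowered STAR and left HSD3B1 as it was (Fig 1). It calls the fall of STAR slim, and also reports less STAR protein and less progesterone with PD98059. On these arrays STAR stood at −0.14, also on the lower side. The 95% interval of its log2 fold change ran from −0.30 to 0.03, inside the fold limit, so a small fall is neither shown nor excluded.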
